# Optimization of ribosome profiling in plants including structural analysis of rRNA fragments

**DOI:** 10.1186/s13007-024-01267-3

**Published:** 2024-09-16

**Authors:** Michael K. Y. Ting, Yang Gao, Rouhollah Barahimipour, Rabea Ghandour, Jinghan Liu, Federico Martinez-Seidel, Julia Smirnova, Vincent Leon Gotsmann, Axel Fischer, Michael J. Haydon, Felix Willmund, Reimo Zoschke

**Keywords:** *Arabidopsis thaliana*, *Nicotiana tabacum*, Translation, Ribosome profiling, Ribo-seq, Guidelines

## Abstract

**Background:**

Ribosome profiling (or Ribo-seq) is a technique that provides genome-wide information on the translational landscape (translatome). Across different plant studies, variable methodological setups have been described which raises questions about the general comparability of data that were generated from diverging methodologies. Furthermore, a common problem when performing Ribo-seq are abundant rRNA fragments that are wastefully incorporated into the libraries and dramatically reduce sequencing depth. To remove these rRNA contaminants, it is common to perform preliminary trials to identify these fragments because they are thought to vary depending on nuclease treatment, tissue source, and plant species.

**Results:**

Here, we compile valuable insights gathered over years of generating Ribo-seq datasets from different species and experimental setups. We highlight which technical steps are important for maintaining cross experiment comparability and describe a highly efficient approach for rRNA removal. Furthermore, we provide evidence that many rRNA fragments are structurally preserved over diverse nuclease regimes, as well as across plant species. Using a recently published cryo-electron microscopy (cryo-EM) structure of the tobacco 80S ribosome, we show that the most abundant rRNA fragments are spatially derived from the solvent-exposed surface of the ribosome.

**Conclusion:**

The guidelines presented here shall aid newcomers in establishing ribosome profiling in new plant species and provide insights that will help in customizing the methodology for individual research goals.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13007-024-01267-3.

## Introduction

Ribosome profiling was first described in 2009 [23] and since then has revolutionized our understanding of translation by providing genome-wide information about ribosome occupancy within translated regions. The method uses a ribonuclease treatment to degrade regions of mRNAs that are not protected by translating ribosomes. The remaining ribosome protected fragments (RPFs also called ribosome footprints) can be purified and examined by deep sequencing, which provides genome-wide information on the translational landscape. In addition, the position of the ribosome peptidyl site (P-site) can be computationally estimated for each RPF, thereby providing codon-level resolution of the translation activity. The original ribosome profiling technique has continually been improved, and it is often fine-tuned for individual species and tissues. Examples of recent and comprehensive descriptions of this technique are available for yeast and mice [18], human and drosophila [13], and bacteria [36]. In plants, translatomes have been assessed in several species including Arabidopsis (*Arabidopsis thaliana*) [4, 21, 24, 30, 31, 35], maize [8, 27], tomato [5, 48], and rice [51, 52]. Since plant chloroplasts encode a distinct set of prokaryote-like ribosomes, specialized protocols also exist for assessing the chloroplast translatome [7, 17, 42, 56].

With the growing number of plant ribosome profiling studies, methodological variations have arisen, which might introduce potential biases at several steps [1]. *Extraction buffer composition*: the ionic strength and buffering capacity of the extraction buffer can affect the observed behavior of RPFs [21]. *Choice of ribonuclease*: several ribonucleases have been used for the generation of RPFs, including RNase I, A, T1 and MNase [18]. Some ribonucleases exhibit preferential cleavage at specific motifs, thereby confounding codon resolution. To date, the most widely used ribonuclease for Ribo-seq in eukaryotes is RNase I [22], whereas MNase is the preferred ribonuclease for Ribo-seq in prokaryotes [36]. *Ribonuclease treatment*: the amount of ribonuclease, digestion time, and digestion temperature can vary across studies. In addition, ribonuclease treatment can be performed directly on cell lysates or on purified polysomes. *RPF purification strategy*: some protocols capture RPFs within a narrow size range (e.g., 28–30 nt), which enriches the highly periodic RPFs [21]. Others prefer to use a broader size range (e.g., 20–40 nt), which also has notable benefits [8]. Importantly, a broader size range is inclusive of unique RPFs that convey valuable information about translational dynamics, such as the 21 nt RPFs that represent ribosomes lacking a tRNA in the A-site [47]. *rRNA removal*: since ribosomes are composed of RNA, ribonuclease treatment unavoidably leads to the generation of widespread nicks in rRNA, creating fragments which can co-purify with RPFs. These unwanted rRNA fragments are wastefully incorporated into the sequencing libraries and substantially reduce the number of informative reads. Small scale sequencing tests are often performed to identify the major fragments from individual experimental setups [32]. Enzymatic strategies to remove rRNA have been described [10] but these methods have been shown to perturb codon-resolution [54]. The most commonly applied approach to remove rRNA contamination is subtractive hybridization using biotinylated DNA oligonucleotides (oligos). *Library preparation*: the original ribosome profiling method used RNA circularization to incorporate RPFs into a cDNA library, which is a method still used by many labs. Libraries can also be prepared from kits designed for sequencing of small-RNA that utilize RNA ligases for adapter incorporation [8], as well as ligation-free approaches that utilize polyadenylation and reverse transcription template-switching [20].

Such methodological variation can seem overwhelming to those performing ribosome profiling for the first time, and/or to those who wish to establish the technique in a new plant species. It also raises concerns of the comparability of datasets across different studies that have utilized different methodologies. Here, we focus on data reproducibility by compiling valuable insights gathered over years of generating Ribo-seq datasets from different plant species and experimental setups. We also provide a structural analysis of the rRNA fragments that regularly contaminate Ribo-seq libraries, and reveal patterns that are spatially preserved over diverse nuclease treatments, as well as across plant species. Overall, these guidelines are anticipated to be a valuable resource for the plant community and should be applicable to any Ribo-seq methodology.

## Materials and methods

The following section provides information for the samples, which were prepared over different stages of protocol optimization. Thus, the data presented are derived from different plant material from diverse experiments. The detailed, fully optimized protocol is provided in the Supplemental Methods.

### Plant material

The tissue used for the comparison of RNase I and MNase digestion, was derived from 8-day old Arabidopsis seedlings (Col-0) grown on ½ Murashige and Skoog medium [37] with 6.8% agar and 1% sucrose, grown at 100 µmol m^− 2^s^− 1^ for 16 h/8 h light/dark cycles at 20 °C. The tissue used for refining RNase I treatment, rRNA depletion and comparison of ligation-free to ligation-based strategies, were derived from 14-day old Arabidopsis seedlings (Col-0), grown on ½ Murashige and Skoog media with 1% agar, grown at 100 µmol m^− 2^s^− 1^ for 12 h/12 h light/dark cycles at 20 °C. Tobacco (*Nicotiana tabacum*) tissue used for ribosome profiling was derived from a temperature-shift experiment, from leaves harvested from 28-day old plants grown on soil at 350 µmol m^− 2^s^− 1^ in 16 h/8 h light/dark cycles at 12 °C. Tobacco (*Nicotiana tabacum*) tissue used for polysome profiling (Fig. 1) was derived from leaves harvested from 21-day old plants grown on soil at 350 µmol m^− 2^s^− 1^ in 16 h/8 h light/dark cycles at 24 °C.

### RNA and RPF isolation

Total RNA and RPFs were isolated as previously described [46] with modifications described in the Supplemental Methods. The units (U) of ribonuclease used in this study are normalized to one mL of plant lysate, derived from 100 mg of plant fresh weight. Since Ca^2+^ is a known cofactor of MNase, samples digested with MNase include 5 mM CaCl_2_. All RPFs that were not rRNA-depleted were size-selected between 20 and 50 nt. All rRNA-depleted RPFs were size-selected between 20 and 35 nt. Details of rRNA depletion are available in the supplemental methods.

### Library preparation

For the ligation-free strategy, rRNA depleted RPFs were directly used as input for the D-plex small RNA-seq kit (Diagenode cat#C05030001), according to manufacturer’s instructions. Diagenode libraries are typically amplified with 7–9 PCR cycles. For the RNA-ligase strategy, the terminal ends of the RPFs were first repaired using T4 polynucleotide kinase (PNK; ThermoFisher, cat#EK0031). This was carried out in 20 µL volume with ~ 100 ng of RPFs (un-depleted) or ~ 30 ng of RPFs (rRNA-depleted), as described in the supplemental methods. After treatment, RPFs were directly used as input into the NEXTflex small RNA-seq kit v3 (Perkin Elmer, cat# NOVA-5132-06) or V4 (Perkin Elmer, cat#NOVA-5132-31), according to the manufacturer’s instructions. NEXTflex libraries are typically amplified using 14–16 PCR cycles. Libraries were sequenced on a Nextseq500 (SE75) or Novaseq6000 (SE100). The sequencing data have been deposited in NCBI’s Gene Expression Omnibus under accession number GSE226508.

### Identification of major rRNA fragments

To identify the most abundant rRNA fragments, pioneer Ribo-seq libraries were aligned to rRNA genes as described in the Supplemental methods. Each rRNA gene was then visually inspected in the IGV browser (http://software.broadinstitute.org/software/igv) to identify regions with high coverage that were repeatedly present in the majority of the libraries. Complementary biotinylated DNA oligos were designed (Table S1 and S2) and mixed together in molar ratios equivalent to the relative averaged abundance of the target rRNA contaminant within these pioneer libraries.

### Mapping rRNA fragments to the ribosome structure

The reference structure used in this work corresponds to the translating cytosolic ribosome of *Nicotiana tabacum* (PDB: 8B2L, EMDB: 15806) [45]. The structure was solved by using single-particle cryo-electron microscopy to an overall resolution of 2.2 Å. The molecular model of the tobacco 80S ribosome contains in total 91% of the rRNA residues within the small and 95% of the rRNA residues within the large ribosomal subunit. The top contaminating rRNA fragments, derived from pioneer tobacco Ribo-seq datasets, were mapped to the 80S ribosome model using PyMOL (The PyMOL Molecular Graphics System, Version 1.2r3pre, Schrödinger, LLC) and colored according to their relative abundance.

## Results and discussion

### Effects of variable nuclease treatments

In the early stages of establishing plant ribosome profiling in our group, we were initially concerned that RPFs generated using different nucleases and/or nuclease concentrations, might lead to technical variation that limits reproducibility. For example, not using sufficient nuclease (under digestion) could become problematic if there exists a population of ribosomes that preferentially remained in the polysome fraction (i.e., some transcripts that are more resistant to nuclease digestion due to RNA binding proteins or RNA secondary structure). Such a bias would result in reduced RPF yield, and/or alter the quantitative translatome. On the other hand, using excessive nuclease (over digestion) was anticipated to increase rRNA fragmentation, overly breaking down ribosomes and subsequently reducing RPF yield. To address these concerns, polysome profiling was performed to identify the minimal nuclease concentration required to efficiently convert polysomes into monosomes, without causing excessive monosome breakdown. When performing digestion directly on cell lysate, endogenous nuclease activity also contributes to monosome formation (Fig. 1A). All MNase concentrations tested produced similar profiles, highlighting the general robustness of treatments with this nuclease (Fig. 1B). For RNase I, disomes and higher order polysomes remained visible from samples treated with less than 250 U, suggestive of under digestion, whereas using more than 250 U resulted in monosome reduction, suggestive of over digestion (Fig. 1C; note that all RNase unit specifications are given per 1 mL of plant lysate, derived from 100 mg of plant fresh weight).

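Ribosome profiling (Ribo-seq) sequences the RNA fragments that ribosomes protect from a nuclease, the ribosome-protected fragments (RPFs). Lysates of 8-day Arabidopsis seedlings were digested with 75, 150 or 300 U of micrococcal nuclease (MNase) or with 62.5, 125 or 250 U of RNase I, and fragments of 20 to 50 nt were selected. The lowest RNase I dose is written as 62.5 U in the paper and as 63 U in its sample title. Each of the 16 conditions of the series was sequenced as 1 library, so there are no biological replicates, and the 3 doses of a nuclease stood as its group. The spread within a group therefore includes any effect of the dose. The authors removed adapters, aligned the reads to rRNA, tRNA and snoRNA, aligned the rest to the TAIR10 genome with STAR, and counted sense reads over the CDS of each gene with featureCounts. Since 1 alignment was kept for a read that fits several places, members of near-identical gene families and genes in the chloroplast inverted repeat share their reads. Totals called sequenced reads, here and below, are the deposited numbers of reads after trimming. The MNase libraries held 32848069, 33571881 and 27373178 sequenced reads from the lowest to the highest dose, of which 6562833, 11583740 and 8359540 were counted over CDS. The RNase I libraries held 26075055, 33654120 and 36158938 sequenced reads, of which 4431776, 4522605 and 6739863 were counted over CDS. From the deposited counts, genes were compared between the nucleases with edgeR's quasi-likelihood test after normalization by the trimmed mean of M-values (TMM), on genes with at least 10 counts in at least 3 libraries. Correlations are Spearman's rho across genes with at least 10 counts in every library of a set, and genes are not independent replicates.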

To expand on the polysome profile observations, 6 of the nuclease treatments were selected for Ribo-seq. 

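Ribosomal RNA made up 76.0% of the reads after digestion with 75 U of MNase, 61.4% after 150 U and 65.9% after 300 U. After digestion with RNase I, rRNA made up 80.5% at 62.5 U, 83.6% at 125 U and 77.7% at 250 U. The exact Clopper-Pearson 95% interval of the first of these shares is 76.01 to 76.04%, and the others are as narrow. These intervals cover counting error only. The mean rRNA share was 67.8% ± 7.49 (SD, n = 3 doses) with MNase and 80.6% ± 2.97 (SD, n = 3 doses) with RNase I, a difference of -12.8 percentage points. Every MNase library held a smaller share of rRNA than every RNase I library (2-sided exact permutation test over 20 regroupings, p = 0.1, the smallest p that 3 libraries against 3 allow). Among the reads not assigned to rRNA, chloroplast reads made up 17.5% ± 0.274 with MNase and 17.8% ± 0.937 with RNase I (exact permutation test, p = 0.8). This difference of -0.316 percentage points was smaller than the spread between the RNase I libraries, and it became 0.224 without the library digested with 62.5 U of RNase I. Mitochondrial reads made up 1.84 to 1.88% of the reads not assigned to rRNA with MNase and 2.09 to 2.50% with RNase I.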

As expected, rRNA dominates the library composition (Fig. 2A). Importantly, a crosswise comparison of RPF density over annotated genes displayed high correlations across all datasets (Fig. 2B), indicating that translatome data generated using MNase and RNase I are quantitatively comparable over a wide range of digestion conditions. These observations support the fair comparison of published datasets generated using different nuclease regimes, which is particularly relevant when attempting to integrate plant translatome data from chloroplast-focused studies that use MNase, to nuclear-focused studies that use RNase I.

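Many nuclear genes of photosynthesis had higher RPF counts after digestion with MNase than with RNase I. Of 22 genes for light-harvesting proteins, which bind the antenna chlorophylls of the photosystems, 15 were higher with MNase, none was lower and 7 did not pass edgeR's test at an adjusted p under 0.05 (16 higher when adjusted over the list alone). The median log2 fold change of these 22 genes was 0.23. CAB1 (AT1G29930), a chlorophyll a/b-binding protein that may share reads with its near-identical neighbours, lies on chromosome 1 of TAIR10 from 10477885 to 10479114. Its level in counts scaled to a common total and normalized by TMM (CPM) was 10687 ± 579.9 CPM with MNase (SD, n = 3 doses) and 8217 ± 175 CPM with RNase I (SD, n = 3 doses), a log2 fold change of 0.38 (standard error 0.03, adjusted p = 9.6e-11 from edgeR). LHCA4 (AT3G47470), an antenna protein of photosystem I, had a log2 fold change of 0.37 (adjusted p = 1.6e-07). Of 20 genes of the Calvin-Benson cycle, 6 were higher with MNase and none was lower (12 higher when adjusted over the list alone), with a median of 0.14. They include PRK (AT1G32060), phosphoribulokinase, at 1873 ± 27.0 CPM with MNase and 1487 ± 33.9 CPM with RNase I (log2 fold change 0.33, adjusted p = 2.6e-06), and the Rubisco small subunit gene RBCS3B at 0.28 (adjusted p = 7.7e-07). RCA (AT2G39730), Rubisco activase, had a log2 fold change of 0.21 (standard error 0.03, adjusted p = 8.6e-05). Of 27 genes of nuclear-encoded photosynthetic electron transport, 7 were higher and none was lower (11 higher when adjusted over the list alone). Of 13 translation factors, 3 were higher and none was lower (3 when adjusted over the list alone), among them the elongation factor LOS1 (AT1G56070) at 0.23 (adjusted p = 0.00041). Camera with a preset correlation of 0.01 gave p = 3.2e-21 for the light-harvesting proteins, 2.2e-08 for the Calvin-Benson cycle, 2.4e-05 for electron transport and 0.00082 for the translation factors, and the adjusted p = 0.243 with an estimated correlation for each of them.

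**Figure D1:**
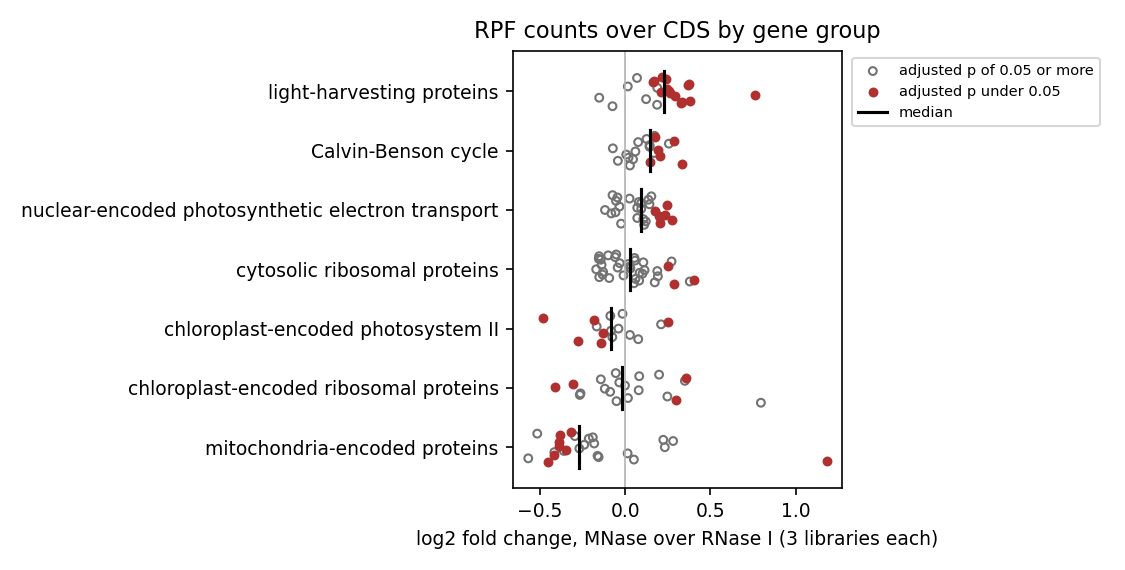
Log2 fold change of RPF counts over CDS between 3 MNase and 3 RNase I libraries (x axis) for 7 groups of genes. Each point is a gene, filled where the adjusted p is under 0.05, and each vertical line is the median of a group, from -0.27 for the mitochondria-encoded proteins to 0.23 for the light-harvesting proteins.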

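Chloroplast-encoded genes changed in both directions between the nucleases. Of 85 tested, 8 were higher with MNase and 13 were lower. psaJ, a photosystem I subunit at 66929 to 67063 of the chloroplast genome, had 938 ± 51.8 CPM with MNase and 531 ± 78.7 CPM with RNase I (SD, n = 3 doses), a log2 fold change of 0.82 (standard error 0.07, adjusted p = 5.7e-12 from edgeR). Of 15 genes of chloroplast-encoded photosystem II, 1 was higher and 5 were lower (2 and 6 when adjusted over the list alone), with psbT at -0.49 (adjusted p = 0.0025) and psbB at -0.18 (adjusted p = 0.00018). The cytochrome f gene petA fell from 1807 ± 46.7 CPM with RNase I to 1601 ± 82.2 CPM with MNase (log2 fold change -0.17, adjusted p = 0.029), while rbcL did not pass the test (log2 fold change -0.09, adjusted p = 0.053). Of 25 mitochondria-encoded proteins, 1 was higher and 7 were lower (1 and 12 when adjusted over the list alone), and camera gave p = 7.9e-12 (adjusted p = 0.243 with an estimated correlation). Among the called genes that fell, had a mean of at least 50 counts and had groups that did not overlap, the largest change was that of AT1G31835, an uncharacterized protein on chromosome 1 from 11422636 to 11423684, with 55.3 ± 12.5 CPM with MNase and 142 ± 21.3 CPM with RNase I (log2 fold change -1.36, adjusted p = 7.0e-12). In total 324 of 16738 genes tested differed (218 higher and 106 lower with MNase), 1940 had an unadjusted p under 0.05, and 19 of the 324 changed at least 2-fold. The count was 125 without the 62.5 U library of RNase I, 146 without the 125 U library and 209 without the 250 U library. The groups did not overlap in 2870 genes, 17.1% of those tested, where chance gives 10%. Across 14410 genes, the median rho over the 15 pairs of libraries was 0.964, from 0.958 for MNase 150 U with RNase I 125 U to 0.973 for RNase I 62.5 U with 250 U, and counting noise alone gave a median of 0.989 in simulated libraries. Within RNase I the pairs reached 0.969 to 0.973, and within MNase 0.960 to 0.964. From the high correlations across all datasets, the paper concludes that translatome data from both nucleases are quantitatively comparable over a wide range of digestion conditions.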

**Fig. 1:**
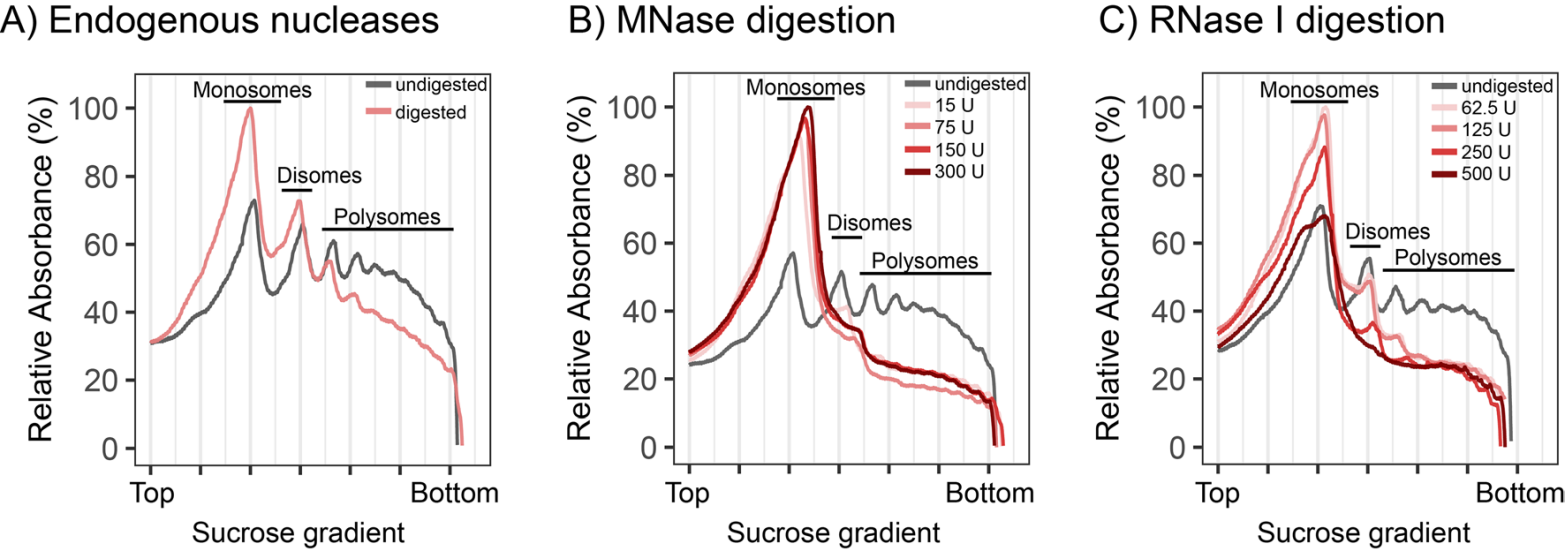
Qualitative assessment of ribonuclease concentrations by polysome profiling. Polysome profiling was used to determine optimal nuclease concentrations for converting polysomes into monosomes. **(A-C)** Sucrose gradient profiles of ribonucleoprotein particles derived from wild-type tobacco leaf lysates, following treatment with **(A)** Endogenous nucleases, or endogenous nucleases supplemented with **(B)** MNase or **(C)** RNase I. Undigested samples contain the ribonuclease inhibitor heparin to inhibit nuclease activity. Ribonucleoprotein particles were size-separated in sucrose density gradients (15, 30, 45, and 60% w/v from top to bottom) by ultracentrifugation as previously described [16]. The signals of monosomes, disomes and polysomes were detected by UV absorbance measurements (254 nm). U, Units of applied ribonuclease (note that the specified RNase activity was applied per 1 mL of plant lysate, derived from 100 mg of plant fresh weight tissue)

**Fig. 2:**
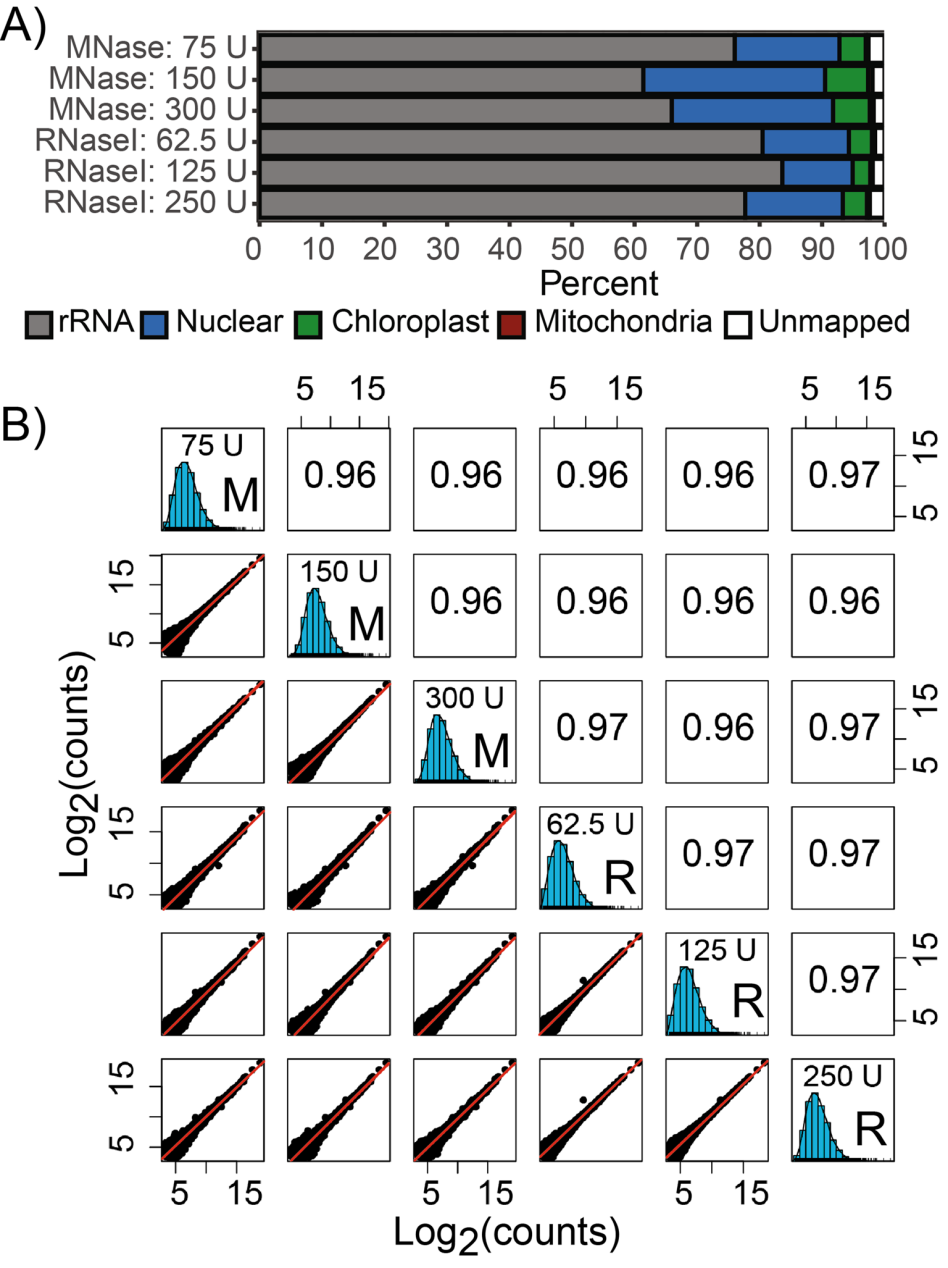
Quantitative comparison of Ribo-seq datasets generated over diverse nuclease treatments. **(A)** Ribo-seq library composition, based on RPF mapping location. **(B)** Spearman’s correlation of RPF density over annotated protein-coding sequences (CDS). Lowly translated genes with fewer than 10 counts were excluded from the analysis. The line of best fit is shown as the red diagonal. M, MNase-treated; R, RNase I-treated; U, Units of applied ribonuclease (note that the specified RNase activity was applied per 1 mL of plant lysate, derived from 100 mg of plant fresh weight tissue)

Next, the qualitative properties of each translatome were assessed. True RPFs should predominantly be found in annotated protein-coding sequences (CDS), which was indeed the case for all treatments (Fig. 3A). This was also confirmed through manual inspection of RPF density over selected genes (Figure S1). Since RPF density is reflective of translational kinetics, increased RPF density should be visible every 3 nucleotides as ribosomes slow down to decode each codon [22]. This pattern is commonly referred to as triplet periodicity and is often utilized as a quality measure and for the statistical detection of actively translated reading frames [3, 9, 40, 49, 50]. To measure triplet periodicity, RPFs were positioned at their P-site and the RPF density was quantified over the three frames of translation. Periodicity was only observed for samples treated with RNase I (Fig. 3B, C), reaffirming the previously described qualitative benefits of using RNase I over MNase [18].

**Fig. 3:**
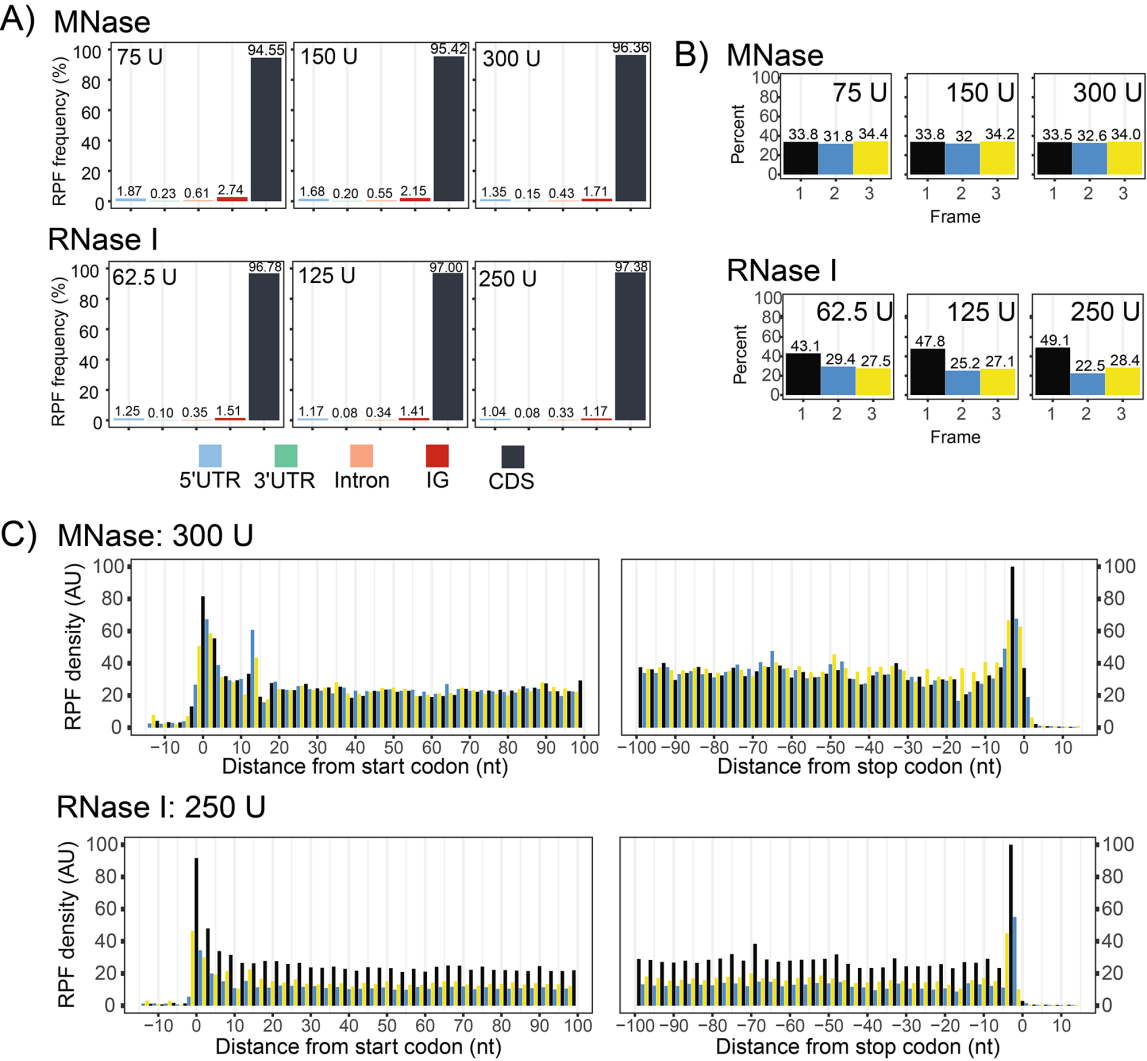
Qualitative comparison of Ribo-seq datasets generated over diverse nuclease treatments. **(A)** Proportion of mapped RPFs across genomic features. The percentages are calculated after removal of rRNA. **(B)** Quantification of RPFs in each frame of translation. Frame 1 is in reference to the annotated start and stop codons. **(C)** Metagene analysis for samples generated following digestion with 300 U of MNase, or 250 U of RNase I (note that the specified RNase activity was applied per 1 mL of plant lysate, derived from 100 mg of plant fresh weight tissue). RPFs are positioned at their P-site using offsets calculated from the 5’-position. U, Units of applied ribonuclease; UTR, untranslated regions; IG, intergenic regions; CDS, annotated protein-coding sequences

In plants, most cytosolic RPFs are reported to be ~ 28–29 nt in size which are characterized by strong triplet periodicity [8, 21]. RPFs larger than 28–29 nt tend to display lower triplet periodicity, which may be attributed to excess nucleotide(s) at either the 5’ or 3’ end (Fig. 4A) thereby confounding P-site estimations. Under the conditions tested, the majority of cytosolic RPFs in our samples were larger than 29 nt, indicating under digestion. However, the expected shift towards smaller sizes was observed as nuclease concentration was increased (Fig. 4B, C). This size shift was not observed for the rRNA, indicating robust protection of specific rRNA fragments. In addition, a secondary cytosolic RPF peak at ~ 20–24 nt was present in the samples, being more prominent with RNase I treatment (Fig. 4C). This secondary peak likely corresponds to ribosomes with an empty A-site [47], illustrating that diverse species of RPFs are captured, and highlighting the importance of using a broader size selection. Two peaks were also observed for chloroplast RPFs, which is a pattern also described in maize [6]. Additional analysis of these two populations are provided below in a specific section concerning chloroplast-derived RPFs.

**Fig. 4:**
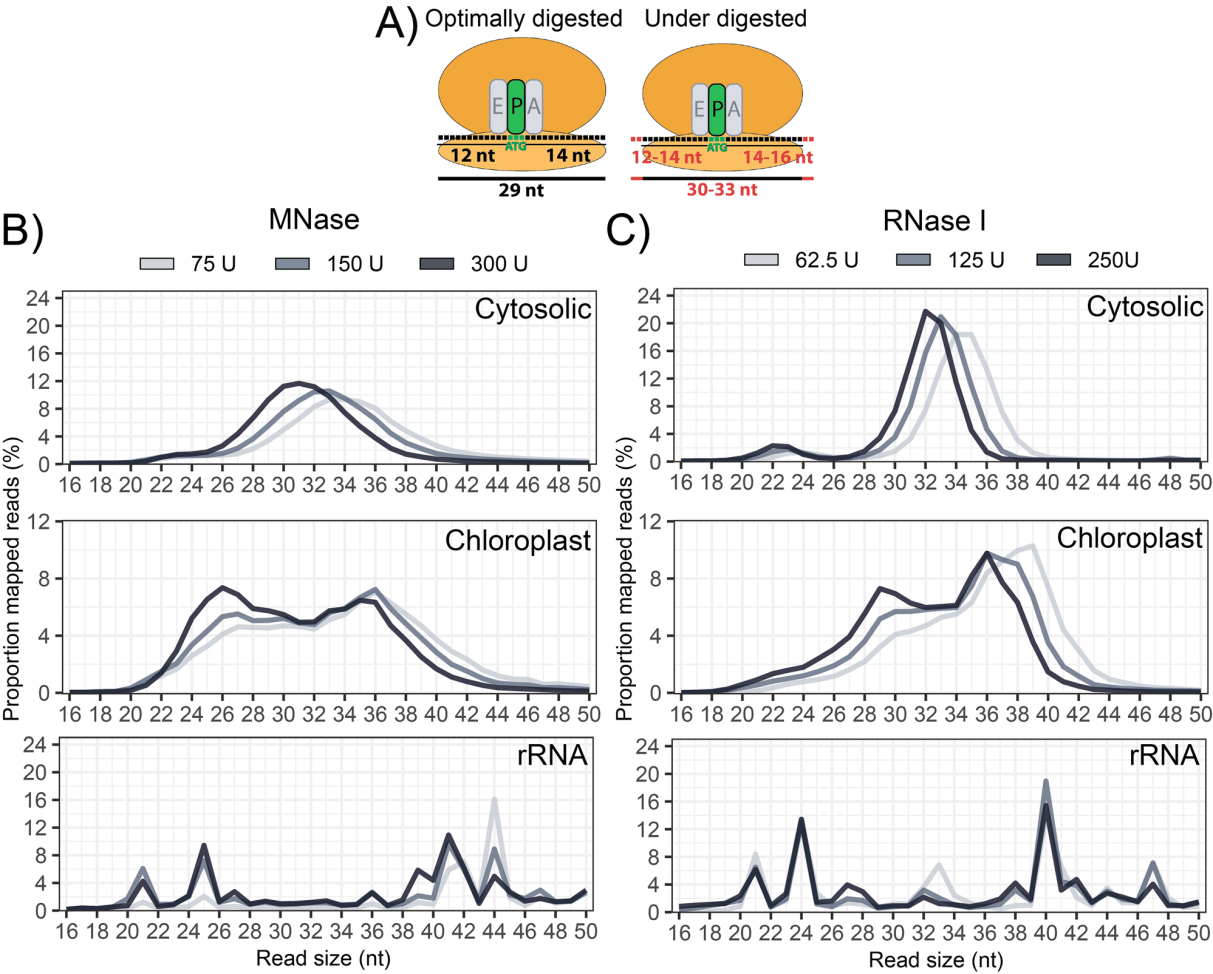
RPF size distribution across variable digestion conditions. **(A)** Schematic comparison between optimally digested and under-digested RPFs. Ribosomes decode the codon positioned in the ribosome P-site, which is typically 12 nt from the 5’ end from an optimally digested RPF. Exact P-site position is difficult to assess for under-digested RPFs, because of variable nucleotide digestion on the terminal ends (red). **(B-C)** Size distribution of RPFs mapping to the nuclear genome, the chloroplast genome, and rRNA, following digestion using **(B)** MNase or **(C)** RNase I

Given that the size of cytosolic RPFs were larger than expected, additional increasing increments of RNase I (400 U, 550 U, and 700 U) were tested to find the minimum concentration that efficiently produces cytosolic RPFs sized 28–29 nt. These Ribo-seq libraries were remarkable similar in composition, counts over gene CDS, and triplet periodicity (Fig. 5A-C), indicating that this digestion range very robustly generates reproducible data. 

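Seedlings for these libraries were 14 days old and grew in cycles of 12 h light and 12 h dark, whereas those of the nuclease comparison were 8 days old and grew in 16 h light and 8 h dark. Lysates were digested with 400, 550 or 700 U of RNase I, 1 library each, and fragments of 20 to 50 nt were selected without rRNA depletion. The libraries held 29815631, 29820469 and 38109869 sequenced reads in the order of the doses, of which the authors counted 2503676, 2338819 and 3273178 over CDS. Levels are given as CPM without TMM, and the 3 doses are the only repeats.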

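The chloroplast gene with the highest RPF counts was psbA, which encodes the D1 protein of photosystem II, at 50818 ± 2521 CPM (SD, n = 3 doses), and psbC, a core antenna protein, had 11287 ± 544 CPM. The nuclear genes CAB2 and RBCS3B, which may share reads with their paralogs, had 5678 ± 328 and 5796 ± 52.6 CPM. Ribosomal RNA made up 87.6% of the reads at 400 U, 87.7% at 550 U and 88.4% at 700 U, the last with an exact Clopper-Pearson 95% interval of 88.34 to 88.36%. Chloroplast reads made up 10.5, 9.79 and 10.2% of the reads not assigned to rRNA. Across 12729 genes, rho was 0.970 between 400 and 550 U, 0.966 between 400 and 700 U and 0.965 between 550 and 700 U. Simulated libraries that differ by counting noise alone gave a median of 0.976 for the same pairs. Triplet periodicity was not analysed here. From the similarity in composition, CDS counts and periodicity, the paper concludes that digestion in this range robustly generates reproducible data.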

Notable improvements in triplet periodicity were observed (55.4–59.9% RPFs in frame 1, Fig. 5C) compared to the under digested samples (43.1–49.1% RPFs in frame 1, Fig. 3B). When using 550–700 U of RNase I, the majority of cytosolic RPFs were stably around 29 nt (Fig. 5D). Of note, an independent study following a similar ribosome profiling methodology used 1400 U of RNase I, and reported similar periodicity values and RPF size distribution around 29 nt [8]. This suggests that digestion beyond 700 U (at least up to 1400 U) does not provide cost effective benefits. Together, these observations prompted us to apply 600 U RNase I as standard procedure.

Actively translating 80S ribosomes undergo numerous conformational changes during an elongation cycle. In tobacco, a recent Cryo-EM study [45] has revealed that in a given snapshot, the majority of cytosolic ribosomes are found in the rotated (65%) and non-rotated (~ 30%) states (Fig. 5E). Although our triplet periodicity values are relatively low compared to other studies, we note that they stabilize at around 60%, which is similar to the proportion of ribosomes found in the rotated conformation. Since our protocol was optimized to minimize nuclease treatment, we speculate that the stabilized periodicity values around 60% are reflective of the diverse ribosome conformations. Although it is undeniable that higher periodicity can provide greater confidence in classifying actively translated ORFs, our experience with non-periodic datasets (generated using MNase) is that the observation of RPF density near the putative start and stop codon of an ORF is more than sufficient. In addition, the RPF distribution between non-periodic and tri-periodic datasets is highly similar, with the majority of reads mapping to CDS (Fig. 3A). ORF detection programs often require a minimum number of reads along an ORF, which argues that increasing sequencing depth provides more benefits than either selecting only triperiodic reads or improving tri-periodicity (potentially introducing bias in the native distribution of different ribosome conformations; Fig. 5E). For these reasons, we focused our efforts into rRNA removal, which is the most cost-effective way to increase the number of informative reads (i.e., RPF coverage).

**Fig. 5:**
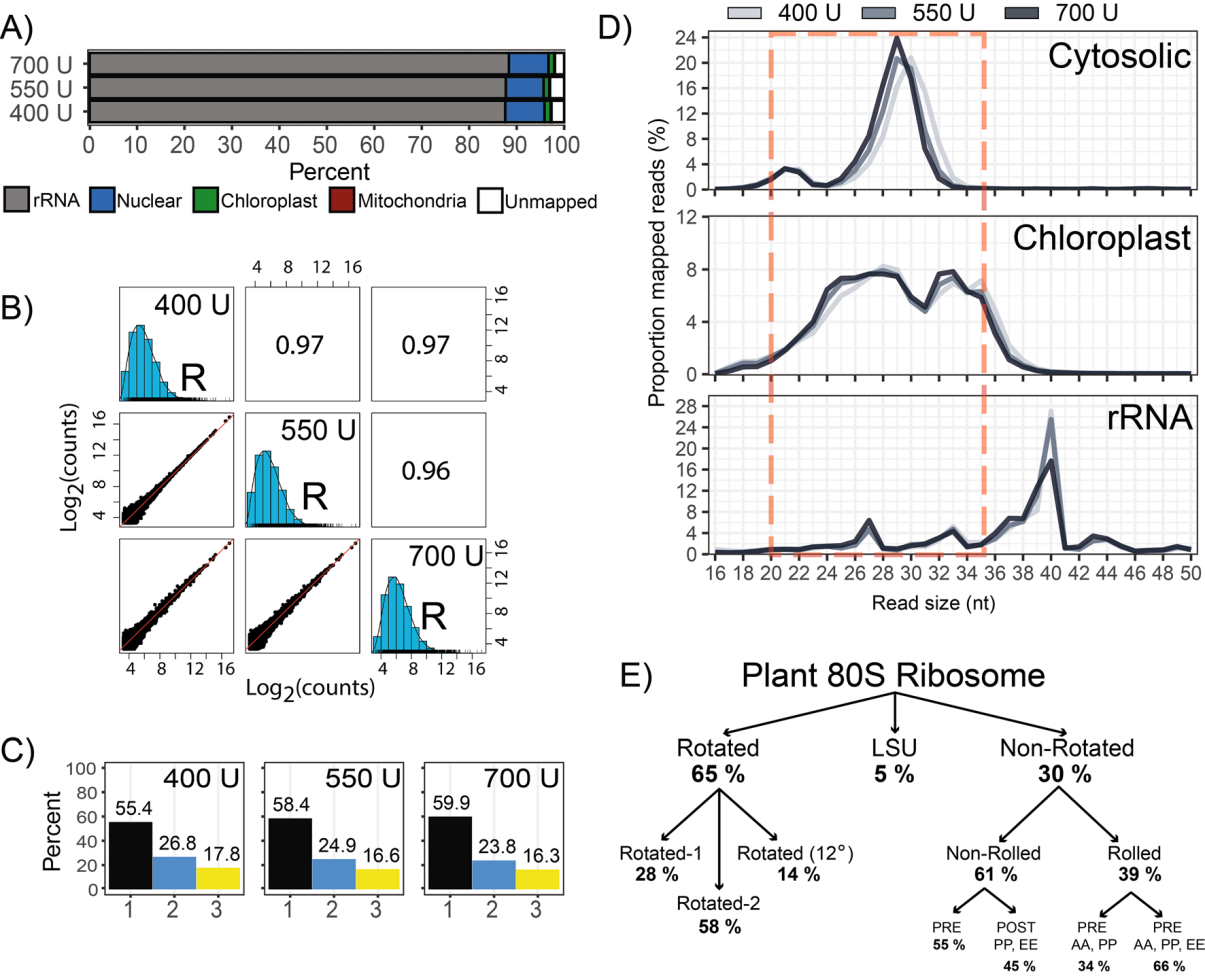
Refinement of RNase I treatment. Three additional Ribo-seq libraries were generated with increasing increments of RNase I treatment. **(A)** Ribo-seq library composition, as described in Fig. 2. **(B)** Spearman’s correlation of RPF density over annotated CDS (log_2_-counts) as described in Fig. 2. **(C)** Quantification of RPFs in the three frames of translation. Frame 1 is in reference to annotated start codons. **(D)** Size distribution of RPFs mapping to the nuclear genome, the chloroplast genome, and rRNA. The red dashed box indicates our new preferred RPF size selection to avoid major rRNA while including cytosolic and chloroplast RPFs. **(E)** Structural conformations of actively translating 80S cytosolic ribosomes from tobacco. The nomenclature and values were derived from CryoEM data from [45]. LSU, Large Subunit of the ribosome. U, Units of applied ribonuclease; R, RNase I

### Removal of contaminating rRNA fragments

Our initial Ribo-seq datasets were generated by selecting RPFs from 20 to 50 nt, to ensure that the majority of chloroplast RPFs were captured. We now recommend a size selection of 20–35 nt, which still captures the majority of chloroplast RPFs, while simultaneously excluding the very abundant rRNA fragments at ~ 40 nt (Fig. 5D). When broken down, the most problematic rRNA fragments belong to the nuclear-encoded 25 S, 18 S, and 5.8 S rRNAs (Nu 25 S, Nu 18 S, Nu 5.8 S) and the chloroplast-encoded 23 S rRNA (Cp 23 S), irrespective of nuclease treatment or plant material (Fig. 6A). The sum of all other rRNA species contributed less than 2.5%, and therefore their contaminating effect is neglectable. Next, we identified high coverage rRNA regions that were repeatedly detected across several datasets, and designed biotinylated oligos to target these regions for removal (Fig S2). While designing the oligos, we noticed that the relative abundance of some rRNA fragments displayed high variation, even among technically similar replicates. For example, two fragments derived from the Nu 18 S and the Cp 23 S differed by 15% and 10% of the total library size, respectively, from two libraries that differed only by PCR (Figure S3B). Since PCR can have such a profound effect on the abundance of rRNA fragments, we reasoned that rRNA removal is most robust when performed prior to PCR amplification (ideally prior to any enzymatic step) because the molar ratios of oligos to the contaminants are best maintained. We thus formulated our initial Arabidopsis depletion cocktail (Version 1, Table S1) targeting the top 24 most abundant rRNA fragments and performed rRNA depletion directly on the gel-purified RPFs. 

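The RPFs depleted of rRNA came from 14-day Arabidopsis seedlings, and fragments of 20 to 35 nt were selected where the undepleted libraries held fragments of 20 to 50 nt. Depletion binds biotinylated DNA oligos to rRNA fragments and removes both. The labels give a digestion with 600 U of RNase I for both depleted libraries. A library was made with each version of the cocktail, V1 and V2, with 10654564 and 8104893 sequenced reads. Of these, the authors counted 7058885 and 5188245 over CDS by the same alignment and counting as for the undepleted libraries. The paper compares them with the 700 U RNase I library. For a test across genes, V1 and V2 stood as 1 group against the 400, 550 and 700 U libraries in edgeR, on genes with at least 10 counts in at least 2 libraries. Depletion, size selection and dose change together between these groups by design. The paper states that its samples came from several experiments and kinds of plant material, so the plants of these groups may differ as well.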

Following this procedure, we effectively reduced rRNA contamination from 85% to ~ 25%, which corresponds to a 7-fold improvement in informative reads (Fig. 6B). 

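With the V1 cocktail, rRNA made up 25.9% of the reads (exact Clopper-Pearson 95% interval 25.92 to 25.97%). Reads not assigned to rRNA were 6.36-fold more frequent than in the 700 U library (95% interval 6.35 to 6.36). In comparisons chosen after seeing the data, the fold was 4.78 against the repeat 700 U library and 3.82 against the mean of the 8-day RNase I libraries. Per sequenced read, nuclear reads were 6.43-fold and chloroplast reads 12.3-fold more frequent than in the 700 U library. Chloroplast reads made up 14.6% of all sequenced reads in V1 and 2.82 to 3.87% in the 8-day RNase I libraries, and nuclear reads 53.8% and 11.2 to 15.6%, so the chloroplast excess over nuclear reads was small against that reference. Chloroplast-encoded genes also took more of the RPF counts over CDS in V1 and V2 than in the undepleted 14-day libraries, whereas their share in V1 was close to that in the undepleted 8-day RNase I libraries. Of 84 tested, 80 were higher than in the undepleted 14-day libraries and none was lower in edgeR, with a median log2 fold change of 1.21. All 11 genes of the NDH complex, which returns electrons from ferredoxin to plastoquinone, were higher (also when adjusted over the list alone), with a median of 2.17 and ndhG at 2.58 (standard error 0.18, adjusted p = 0.00021). rbcL rose from 33879 ± 2045 CPM (SD, n = 3 libraries) to 76524 ± 258 CPM (SD, n = 2 libraries), a log2 fold change of 1.18 (adjusted p = 0.0042). Of 11 genes induced by sugar starvation, 9 were lower and none was higher (10 lower when adjusted over the list alone), with DYL1 (AT1G28330) at -4.35 (adjusted p = 0.00013). The early light-induced protein ELIP1 (AT3G22840, chromosome 3 from 8084405 to 8085669) rose from 4.97 ± 1.45 to 123 ± 18.18 CPM (log2 fold change 4.60, adjusted p = 8.0e-05). The gene with the largest change was AT2G01021, a gene model of 102 nt on chromosome 2 that is annotated as an uncharacterized protein and contains the whole complement of the 42-nt oligo Nu_25S_4 against 25S rRNA. It fell from 1298 ± 213 to 2.75 ± 0.609 CPM (log2 fold change -8.83, adjusted p = 9.3e-06). Its lowest level in the 10 undepleted libraries was 44.7-fold its highest level in the 4 depleted Arabidopsis libraries. The paper states that this procedure effectively reduced rRNA contamination and improved the yield of informative reads.

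**Figure D2:**
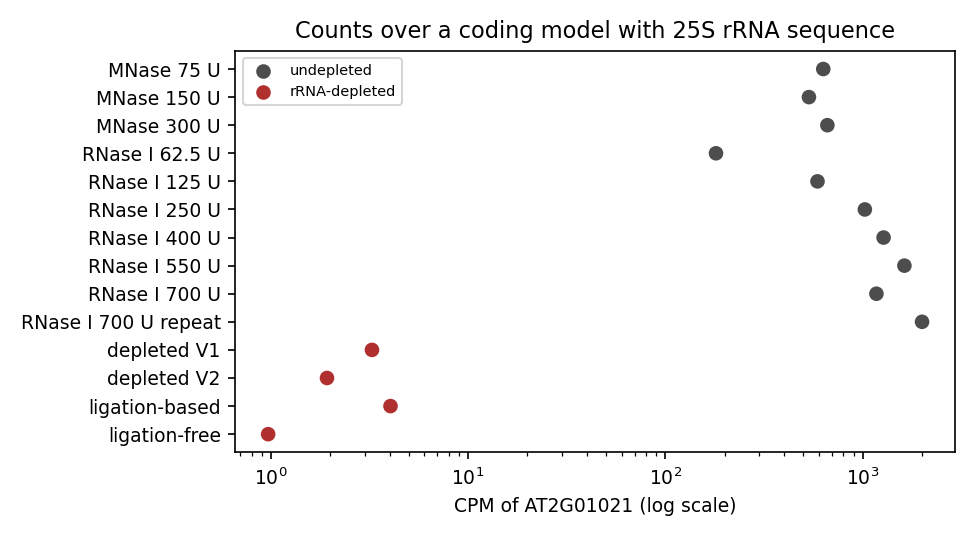
Level of AT2G01021 in CPM (x axis, logarithmic) in each of the 14 Arabidopsis libraries, 1 point per library. All 10 undepleted libraries lie above the 4 depleted libraries, which lie between 0.970 and 4.04 CPM.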

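Sugar-induced and anthocyanin genes were higher in the depleted libraries than in the undepleted 14-day libraries in 7 of 8 cases tested with edgeR (7 when adjusted over the list alone), with a median log2 fold change of 3.12. Heat-shock proteins were higher in 4 of 4 (as when adjusted over the list alone), with the chaperone HSP70 (AT3G12580) at 4.25 (standard error 0.65, adjusted p = 0.0038). Root markers were higher in 2 of 5 and lower in none (4 higher when adjusted over the list alone), with a median of 1.50. The 2 depleted libraries went in opposite directions here. Over 8 root markers, the median log2 ratio of CPM to the 14-day libraries was 1.62 in V1 but -0.68 in V2. Chloroplast-encoded ribosomal proteins were higher in 18 of 19 (19 when adjusted over the list alone), whereas CAB1 did not pass the test (log2 fold change -0.27, adjusted p = 0.35). Camera with the preset correlation gave p = 2.1e-23 for the NDH complex, 6.0e-19 for the chloroplast-encoded ribosomal proteins, 4.4e-21 for the sugar-starvation genes, 2.8e-09 for the sugar-induced genes, 2.6e-05 for the heat-shock proteins and 0.025 for the root markers. The adjusted p = 0.116 with an estimated correlation for the NDH complex, the ribosomal proteins and the sugar-induced genes, 0.0505 for the sugar-starvation genes, 0.201 for the heat-shock proteins and 0.282 for the root markers. In total 3506 of 15532 genes differed (1693 higher and 1813 lower in the depleted libraries), and 5785 had an unadjusted p under 0.05. The count was 6365 without V1, 6578 without V2, 1213 without the 400 U library, 1245 without the 550 U library and 1120 without the 700 U library. The medium of the 8-day seedlings held sucrose, and the paper names none for that of the 14-day seedlings. In a comparison chosen after seeing the data, the V1 library was close to the undepleted libraries of the 8-day seedlings in the same genes. Its sugar-induced genes had a median log2 ratio of CPM of -0.06 to the 8-day RNase I libraries and 2.58 to the 14-day libraries, and its sugar-starvation genes -0.09 and -2.53. Across 11650 genes, rho was 0.974 to 0.978 between V1 and the 8-day RNase I libraries and 0.853 to 0.860 between V1 and the 400, 550 and 700 U libraries.

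**Figure D3:**
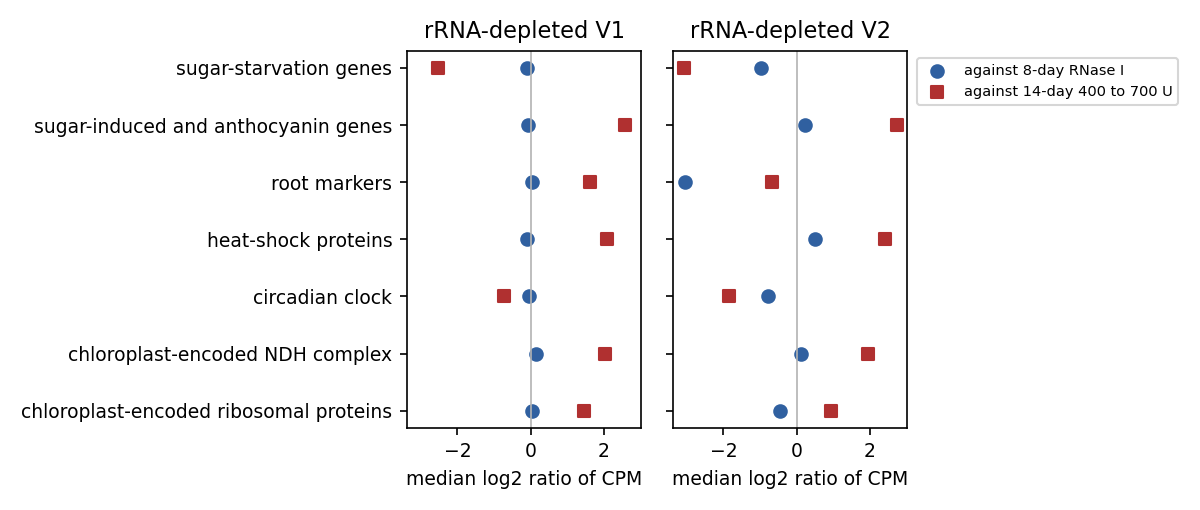
Median log2 ratio of CPM (x axis) of 7 groups of genes in the depleted libraries V1 (left) and V2 (right), each against the mean of the 8-day RNase I libraries (circles) and of the 14-day 400, 550 and 700 U libraries (squares). The V1 medians against the 8-day libraries lie near 0, with the sugar-starvation genes at -0.09, and against the 14-day libraries at -2.53.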

Examination of the rRNA-depleted dataset revealed that new rRNA fragments began to disproportionately dominate the library, prompting us to add five additional oligos to our depletion cocktail (Version 2, Table S1). 

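The 5 oligos that only the V2 cocktail holds are directed at chloroplast 23S (2 oligos), chloroplast 16S, nuclear 25S and nuclear 5.8S rRNA (1 oligo each). In the V2 library rRNA made up 30.7% of the reads (exact Clopper-Pearson 95% interval 30.69 to 30.76%). Reads not assigned to rRNA were 5.95-fold more frequent than in the 700 U library (95% interval 5.94 to 5.95). The fold was 4.47 against the repeat 700 U library and 3.57 against the mean of the 8-day RNase I libraries, both references likewise chosen after seeing the data. V1 and V2 also differed in which genes their RPFs came from, over 14682 genes with a median log2 ratio of V1 to V2 of 0.28. Light-harvesting proteins were lower in V1 than in V2 in 21 of 22 genes, with a median log2 ratio of -0.69 that lay at percentile 0 of 10000 random lists of genes with similar levels. RCA had 8125 against 12768 CPM, in the order V1 and V2. Root markers had a median of 1.57 over 4 genes, 3 higher and 1 lower in V1 (percentile 99.97), from TIP2;2, an aquaporin, at -0.79 to the iron transporter IRT1 at 3.85. Only genes with at least 10 counts in both libraries enter these medians. Over 8 root markers, the median log2 ratio to the 8-day RNase I libraries was 0.04 in V1 and -3.07 in V2. Sugar-starvation genes had a median of 0.87 (percentile 99.84), with 7 higher and 2 lower of 9 and TPS8 lowest at -1.28. The highest ratios among genes with at least 100 counts in sum were those of SAG21, a late-embryogenesis-abundant protein, with 179.9 against 7.52 CPM, and of ADH1, alcohol dehydrogenase, with 63.0 against 2.70 CPM. The lowest were those of FBA5, a fructose-bisphosphate aldolase, with 21.2 against 588 CPM, and of COR413-PM1 at -4.76. With 1 library of each version, these ratios have no error from replicates. On a scale from the 14-day libraries (0) to the 8-day libraries (1), V1 lay at 0.940 and V2 at 0.579. The state of the plants and the cocktail therefore cannot be told apart as sources of these ratios.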

Surprisingly, the extra oligos did not yield any benefits (Fig. 6B), indicating that there is a limitation in the number of oligos that will result in noticeable improvements. Indeed, oligo cocktails containing 60 oligos report only a 50% rRNA reduction [8] which is less efficient than our 29 oligos. When designing depletion oligos for new plant species, we recommend ranking the contaminating rRNA fragments by abundance, and report consistent depletion results when targeting the top 29 most abundant fragments. However, 2–5 rRNA fragments can account for more than 90% of a Ribo-seq library [2], so a minimal cocktail containing only 5–10 oligos may already provide sufficient benefits for most applications.

**Fig. 6:**
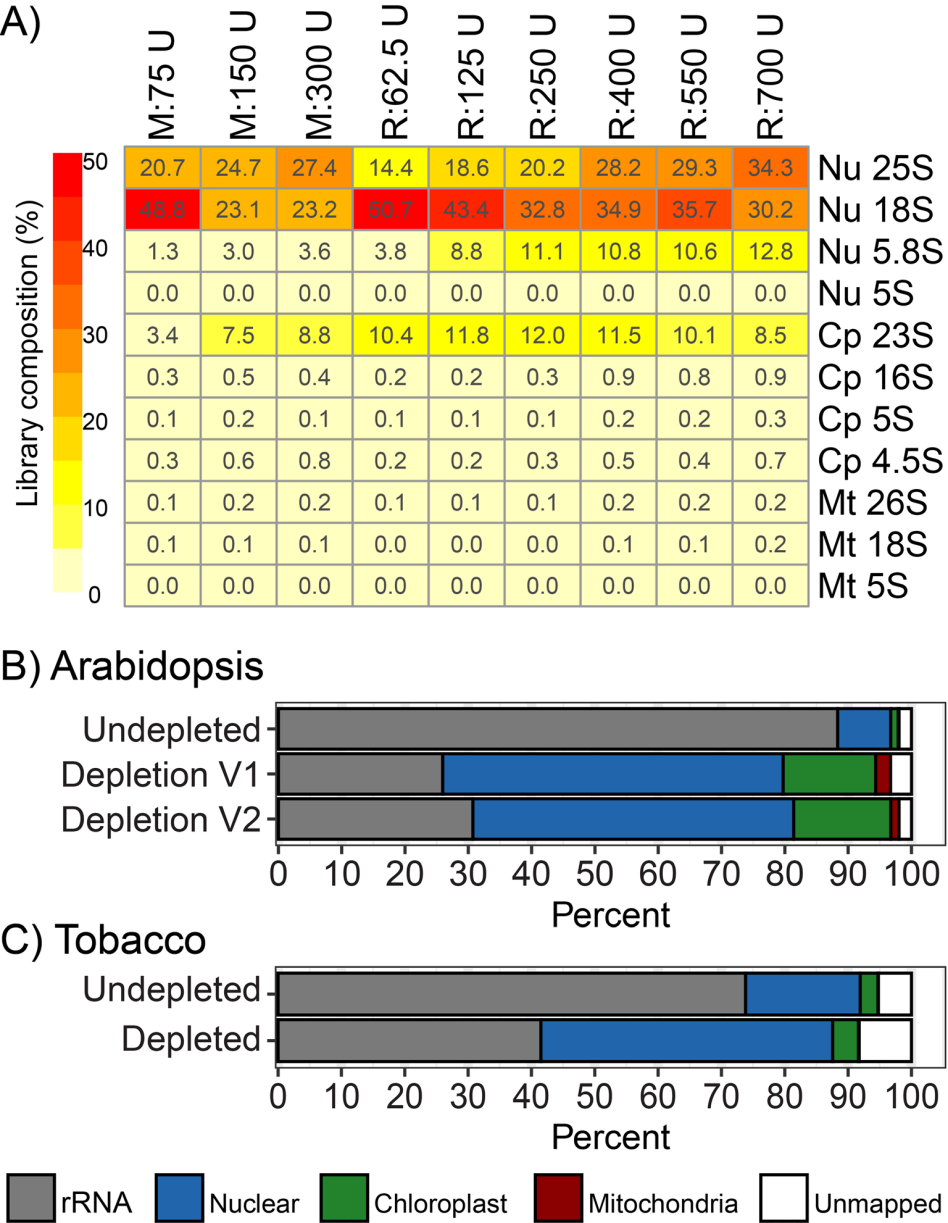
Removal of contaminating rRNA fragments from Ribo-seq datasets. **(A)** Contribution of individual rRNA species in Arabidopsis Ribo-seq libraries generated following different ribonuclease treatments. **(B)** Arabidopsis Ribo-seq library composition following rRNA depletion with depletion cocktail version 1 (V1) containing 24 oligos and depletion cocktail version 2 (V2) containing 29 oligos. The undepleted library corresponds to the 700 U RNase I-treated sample described above (Fig. 5A). **(C)** Tobacco Ribo-seq library composition following rRNA depletion. The sequences of the biotinylated oligos used for rRNA depletion are provided in Supplemental Tables S1 and S2. Nu, nuclear-encoded; Cp, chloroplast-encoded; Mt, mitochondria-encoded; U, Units of applied ribonuclease; M, MNase-treated; R, RNase I-treated

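The tobacco libraries came from leaves of 28-day plants of a temperature-shift experiment, 1 library with rRNA depletion and 1 without. By the labels and the paper, the undepleted library was digested with 250 U of RNase I and selected for 20 to 50 nt. The depleted library was digested with 600 U and selected for 20 to 35 nt, so depletion, dose and size selection change together. The authors counted reads over the CDS of an annotated tobacco genome. Over CDS the library with more counts held 18537938 and the other 5802483. The sample titles and the column names of the deposited counts state in opposite ways which of them is the depleted library, so only values without a direction are given. Chloroplast-encoded genes took 9.92% and 17.9% of these counts, again with the larger library first. Across 16523 genes with at least 10 counts in both libraries, rho was 0.794, where counting noise alone gave 0.991.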

### Preservation of rRNA fragments and their spatial distribution within the 80S ribosome

As mentioned at the beginning, an initial concern was that increasing nuclease digestion would create more rRNA fragments. However, our data demonstrates that this is not the case over a wide range of nuclease concentrations. 

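The mean rRNA share at 400 to 700 U of RNase I was 87.9% ± 0.400 (SD, n = 3 doses), 7.29 percentage points above the mean at 62.5 to 250 U (2-sided exact permutation test, p = 0.1, the smallest p that this design allows, a test not among those set in advance). The repeat library of 700 U, from the same RPFs and not in this mean, held 84.5%, near the 83.6% at 125 U. These groups also differ in the age and growth of the seedlings, and age and dose cannot be told apart here. AT2G01021, the gene model that holds the sequence bound by the 25S oligo Nu_25S_4, was counted as a coding gene in these libraries. It had 181 CPM at 62.5 U, 591 at 125 U and 1027 at 250 U in the 8-day seedlings. It had 1278 CPM at 400 U, 1629.9 at 550 U and 1176 at 700 U in the 14-day seedlings, and 2003 CPM in the 700 U repeat, so libraries of the same RPFs and dose also differed. With MNase it had 632, 535 and 663 CPM from the lowest to the highest dose. The distribution of reads along the rRNAs was not analysed here.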

Despite the observation that RNase I concentrations higher than 250 U caused monosome breakdown (Fig. 1C), we did not observe altered rRNA distributions (Fig. 5D) or higher rRNA contamination (Figs. 2A and 5A) from treatments with higher nuclease concentrations, suggesting that no new fragments are formed. In fact, a closer examination revealed that the most abundant rRNA fragments are preserved across all our datasets, irrespective of the plant material or ribonuclease treatment (Fig. 7A, B and Fig S2). Furthermore, many of the rRNA fragments identified in Arabidopsis are also present in tobacco Ribo-seq datasets (Fig. 7C, D and Fig S4), suggesting that similar fragments are also preserved across plant species (i.e., in rRNAs orthologs).

**Fig. 7:**
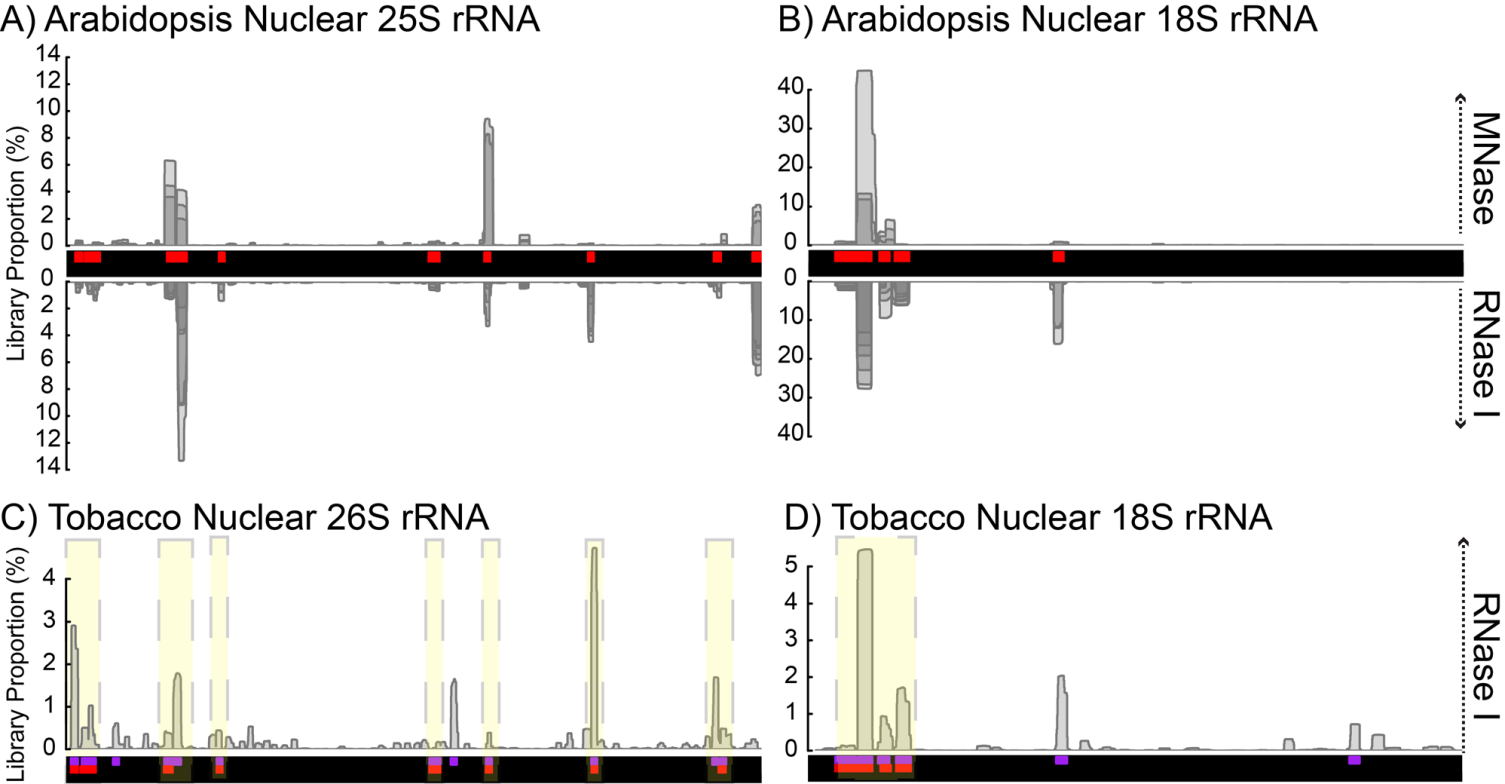
Preservation of contaminating 80S rRNA fragments. **(A-B)** Contaminating rRNA fragments under different ribonuclease regimes for the Arabidopsis nuclear-encoded **(A)** 25 S and **(B)** 18 S rRNAs. The coverage is derived from all Ribo-seq libraries described above that were generated with MNase (above y-axis) and RNase I (below y-axis). Regions with overlapping coverage from multiple libraries are shown in darker shades of grey. Arabidopsis depletion oligos (red) are given in Table S1. Similar plots for all rRNA species are shown in Figure S2. **(C-D)** Contaminating rRNA fragments across plant species, illustrated within the tobacco nuclear-encoded 26 S **(C)** and 18 S rRNAs **(D)**. Depletion oligos used for tobacco (purple) are described in Table S2. For comparative purposes, the Arabidopsis depletion oligos (red) were aligned to tobacco rRNA genes, and are displayed on equivalent positions. Yellow shades indicate preserved rRNA contaminants between Arabidopsis and tobacco. Similar plots for all rRNA species are available in Fig S4.

Together, these observations prompted us to explore the spatial distribution of the most abundant rRNA fragments within the plant 80S ribosome to gain insights into their origin. To this end, we used the recently solved cryo-EM structure of the tobacco 80S ribosome (PDB: 8B2L)(Smirnova et al., [45]. The analysis confirmed that many of the rRNA fragments that regularly contaminate Ribo-seq datasets are derived from surface exposed rRNA helices which are not shielded by ribosomal proteins (Fig. 8). The RNase nick sites occur more frequently on rRNA hairpins, loops, and bulges. Several of the most abundant contaminants (C1, C2, C10 and C14) are located on the solvent-exposed surface of the ribosome, which is where rRNA expansion segments (ESs) are predominantly localized [53]. In contrast, few contaminants were localized at the subunit interface (contact site of the small and large subunits). The interface contains the three tRNA-binding sites (A, P, and E), the decoding center, and the peptidyl transferase center [53], and is well shielded from the environment. We reason that fragments corresponding to the interface and other well-protected regions of the ribosome are likely to be larger than 50 nt, and are thereby excluded following our applied RPF size selection (20–50 nt).

These results highlight that many of the commercial rRNA depletion kits used for RNA-seq cannot perform well in Ribo-seq experiments. This is especially true for kits that contain a limited number of probes that target highly conserved rRNA sequences. Such probes are unlikely to correspond to the same fragments generated following nuclease treatment, and are not combined in optimal molar ratios. It is also worth noting that we have attempted using our Arabidopsis depletion oligos on tobacco samples, which was anticipated to be effective given the fragment similarities. However, only moderate depletion was achieved, which could be attributed to tobacco-specific single nucleotide polymorphisms (SNPs) that presumably hindered hybridization of the Arabidopsis oligos. Thus, a universal plant Ribo-seq depletion cocktail is unlikely to provide highly efficient rRNA removal across many plant species. Overall, these observations confirm the intuitive notion that major rRNA contaminants that dominate Ribo-seq datasets are formed from rRNA fragments whose 5’ and 3’ boundaries are readily accessible for ribonuclease attack. The most vulnerable regions belong to those located on the solvent-exposed surface of the ribosome. For the establishment of Ribo-seq in new plant species, these observations may facilitate the in silico prediction of major rRNA contaminants without any pioneer sequencing runs.

**Fig. 8:**
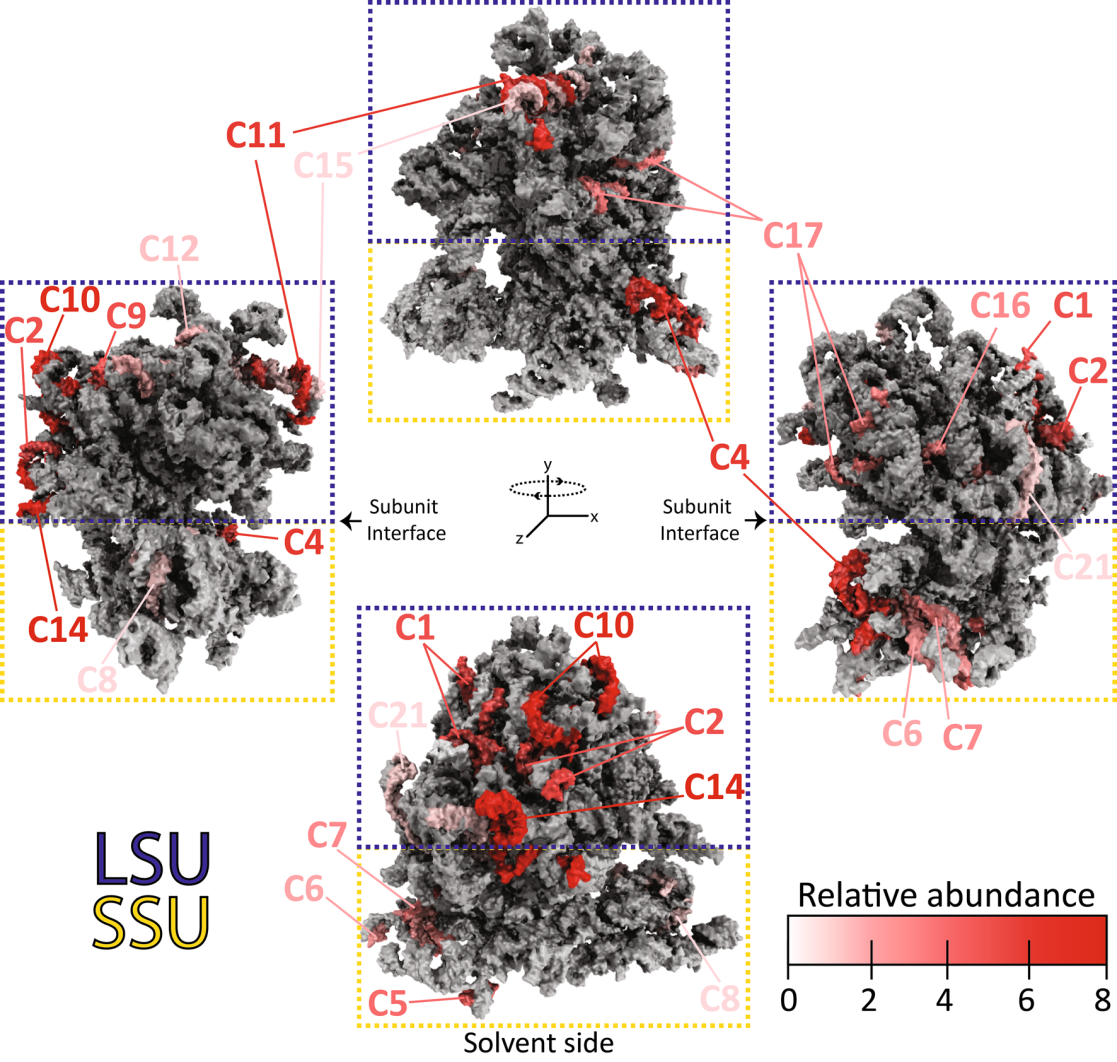
Mapping of contaminating rRNA fragments to the tobacco 80S ribosome structure. Major contaminating rRNA fragments (C1-C21) identified from tobacco Ribo-Seq datasets (Table S2) were mapped onto the molecular model of the tobacco 80S ribosome (PDB: 8B2L). The four rRNA molecules are shown in gray as spheres. Contaminants are colored in shades of red that reflect their relative abundance within our Ribo-seq datasets (additional details provided in Table S2). The ribosomal proteins are excluded from the model for clarity. The large subunit (LSU) and small subunit (SSU) are indicated in the blue and yellow dashed boxes, respectively

### Minimizing PCR bias

Ribo-seq protocols include a PCR amplification step, which can be a major source of bias when preparing sequencing libraries [11]. Indeed, we have observed that variation in PCR amplification can outweigh even differences in nuclease treatment (Figure S3A). 

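The 700 U RNase I library was amplified in 15 PCR cycles, and a repeat library from the same RPFs was amplified in 19 cycles. The repeat held 34025681 sequenced reads, 84.5% of them rRNA, and 4130242 counts over CDS. Light-harvesting proteins were lower in the repeat in 17 of 22 genes, with a median log2 ratio of -0.31 (percentile 0 of 10000 random lists of similar levels). CAB1 had a log2 ratio of -0.36, and PSBR, a photosystem II subunit, -0.38. CAB1 had 10822 CPM in the first library, 8419 in the repeat, 9568 at 400 U and 9621 at 550 U. PSBR had 3633, 2801, 3315 and 3216 CPM in the same order. For these genes the first library lay above the 400 and 550 U libraries and the repeat below them, so the ratios are not an effect of the repeat alone. Replication-dependent histones were lower in 20 of 22 genes (median -0.30, percentile 0.06). The chloroplast-encoded genes of photosystem II had a median of 0.22 (percentile 99.97), and all 11 genes of the NDH complex were higher in the repeat. Chloroplast-encoded genes took 13.6% of the counts over CDS in the first library and 15.3% in the repeat. In the 400 and 550 U libraries they took 15.2 and 14.9%, so by this share the first library lay apart and the repeat lay near the other doses. The share sums over all chloroplast genes and does not show which library differed for each group of them. The extensins EXT3 and EXT4, cell-wall proteins with repeated motifs, had 22.3 against 87.4 CPM and 52.3 against 173 CPM, in the order repeat and first library, and the Mediator subunit MED6 had 21.3 against 5.80 CPM. Of 13680 genes, 425 were at least 2-fold higher and 455 at least 2-fold lower in the repeat. Across 12564 genes, rho of this pair was 0.941, -0.0234 relative to the lowest rho among the 400, 550 and 700 U libraries, and counting noise alone gave 0.983. The paper states that variation in PCR amplification can outweigh even differences in nuclease treatment.

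**Figure D4:**
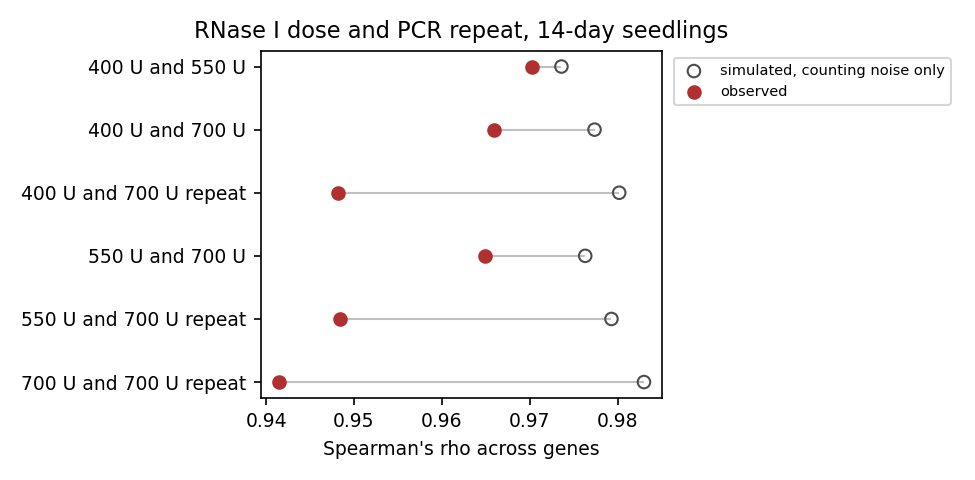
Spearman's rho across genes (x axis) for each pair of the 400, 550 and 700 U RNase I libraries and the 700 U repeat library. Filled points are observed values and open points come from simulated libraries that differ by counting noise alone, with the lowest observed rho at 0.941 for 700 U and its repeat.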

To maximize reproducibility, libraries should be amplified to a similar concentration range using the same number of PCR cycles. In addition, libraries should not be amplified past the exponential phase of PCR, where the substrates of the PCR reaction become limiting and chimeric species begin to form. Although these notions seem trivial, we initially struggled with fulfilling both requirements because of highly variable PCR amplification across samples (12–19 cycles), despite using the same amount of RPF template. We suspect that this was caused by salts and/or pH altering molecules (or other contaminants) that co-purify with RPFs, and that negatively affect the enzymatic steps of the library preparation kit. This issue was alleviated by subjecting RPFs through an RNA purification column (e.g., NEB Monarch RNA cleanup) prior to library preparation, which has become a standard in our lab when using any library preparation kit. To ensure that libraries are amplified within the exponential phase of PCR, a qPCR approach was adopted to quantify the template prior to library amplification (see Supplemental Methods) as it has previously been described for Ribo-seq in non-plant species [34].

Thus far, all of our Ribo-seq datasets were prepared using RNA-ligase based strategies, which display only moderate PCR efficiency when using rRNA-depleted samples as input. An appealing alternative are ligation-free approaches which utilize the template-switching ability of selected reverse transcriptases. These strategies are tailored for samples with low RNA input, and have already been successfully applied for Ribo-seq in mammals [20]. To compare these two approaches in plants, we generated Ribo-seq data using a ligation-based kit (NextFlex small RNA-seq V4) and a ligation-free kit (Diagenode D-Plex small RNA-seq). 

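A ligation-based kit attaches adapters with RNA ligases, and a ligation-free kit adds a poly(A) tail and lets the reverse transcriptase switch templates. Both libraries were made from rRNA-depleted RPFs of 20 to 35 nt from 14-day Arabidopsis seedlings, and the labels give a digestion with 600 U of RNase I. The ligation-based library was amplified in 16 PCR cycles and the ligation-free library in 8 cycles, so the kit and the number of cycles change together. The authors counted 2472194 reads over CDS in the ligation-based library and 4124753 in the ligation-free library. Genes were compared as log2 ratios of CPM, and the median ratio of a group of genes was set against 10000 random lists of genes with similar levels.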

The ligation-free approach was magnitudes more efficient, requiring only 8 PCR cycles to obtain sufficient library quantities for sequencing, compared to the 16 PCR cycles for the ligation-based approach (Fig. 9A). Expectedly, triplet periodicity was lower for the ligation-free approach, which is due to the inability to distinguish 3’-terminal adenosine nucleotides that were enzymatically added, from those 3’-terminal adenosine nucleotides that truly belong to RPFs. 

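Chloroplast-encoded genes were higher in the ligation-free than in the ligation-based library, with a median log2 ratio of 0.51 over 84 genes, where the median of all 13019 genes was 0.06. The NDH complex had a median of 0.64 and the chloroplast-encoded ribosomal proteins 0.60, both at percentile 100 of the random lists. ndhI, an NDH subunit, had 155 against 71.6 CPM, in the order ligation-free and ligation-based, and psbM, a small photosystem II subunit, had 179 against 55.4 CPM. The nuclear light-harvesting proteins were lower in 21 of 22 genes (median -0.39, percentile 0). CAB1 had 6698 against 10792 CPM, and LHCB6, a minor antenna protein of photosystem II, had 1114 against 2041 CPM. Translation factors were lower in 12 of 13 (median -0.26, percentile 0.685). Among genes with at least 100 counts in sum, the highest and the lowest ratio were those of MBR1, a RING-type ubiquitin ligase, with 112 against 17.0 CPM, and of MT2B, a metallothionein, with 369 against 1134 CPM. RBCS1A, a Rubisco small subunit gene, had a log2 ratio of 0.02, and rbcL -0.11. At least 2-fold, 264 genes were higher and 206 lower in the ligation-free library, without replicates to set an error. Across 13019 genes, rho was 0.954, and counting noise alone gave 0.979.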

Despite the reduced periodicity, the quantitative translatomes were still highly comparable (Fig. 9B). Thus, for general applications where codon-resolution is not required (to detect, e.g., rare ribosome frame-shifting events), we recommend the ligation-free approaches which are more efficient and convenient.

**Fig. 9:**
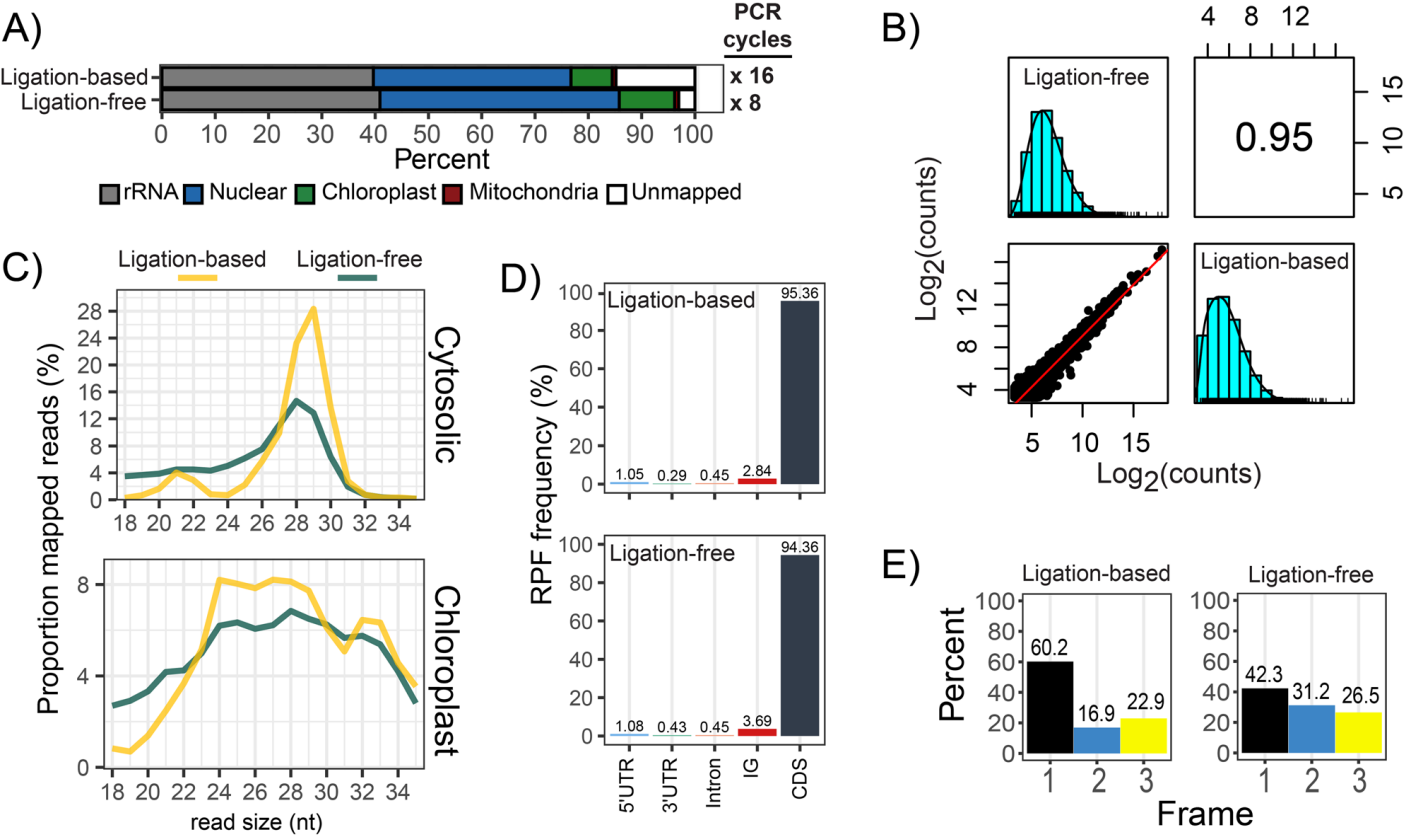
Comparison of ligation-based and ligation-free Ribo-seq strategies. Ligation-based strategies (e.g., NextFlex Small RNA-seq kit V4) use RNA-ligases for adapter attachment. Ligation-free strategies (e.g., Diagenode D-Plex small RNA-seq kit) use polyadenylation and reverse-transcription template switching for adapter incorporation. **(A)** Ribo-seq library composition. Indicated on the right are the number of PCR cycles required to obtain sufficient library quantities for sequencing. **(B)** Spearman’s correlation of RPF density over annotated CDS (log_2_-counts) as described in Fig. 2. **(C)** Size distribution of cytosolic RPFs mapping to the nuclear genome, and chloroplast RPFs mapping to the chloroplast genome. **(D)** Proportion of mapped RPFs across genomic features. The percentages are calculated after removal of rRNA. **(E)** Quantification of RPFs in the three frames of translation. Frame 1 is in reference to annotated start codons

### Analysis of Chloroplast RPFs

Plants harbor three translationally active compartments: the cytosol, mitochondria and plastids (predominantly chloroplasts in green tissue). While cytosolic RPFs clearly dominate plant Ribo-seq libraries and mitochondrial RPFs are neglectable, chloroplast RPFs make up a substantial fraction (Fig. 6). 

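Reads mapped to the nuclear genome made up 71.8% of the reads not assigned to rRNA, unmapped reads included, in the undepleted 700 U library, 72.6% in V1 and 73.1% in V2. Chloroplast reads made up 10.2% in the 700 U library, 19.7% in V1 (exact Clopper-Pearson 95% interval 19.71 to 19.77%) and 22.1% in V2 (22.09 to 22.16%). Mitochondrial reads made up 1.28% in the 700 U library, 3.18% in V1 and 1.90% in V2. Within the chloroplast, psbA had 32732 and 50097 CPM in the 2 depleted libraries, from the lower to the higher, and psbB, a core antenna protein of photosystem II, had 13780.2 and 16727 CPM. The nuclear gene with the highest level, RBCS1A, had 12179 and 15482 CPM.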

Due to the fact that essential proteins of the photosynthesis machinery are chloroplast-encoded, chloroplast translation is essential to establish photosynthesis. For studies that focus solely on chloroplast translation, we find that library sizes of 2–5 Million reads (after rRNA depletion) provide sufficient coverage for the vast majority of chloroplast genes. 

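Of 88 chloroplast-encoded gene entries in the deposited counts, 84 had at least 10 counts once V1 was thinned at random to 2000000 reads over CDS, and the same number in V2. The thinned libraries still held 435103 chloroplast reads in V1 and 474588 in V2. At 5000000 reads the mean over 100 thinnings was 84.3 in V1 and 84 in V2. At least 50 counts were reached by 84 chloroplast genes in V1 and by 83.5 on average in V2 at 2000000 reads. Over all 14 Arabidopsis libraries, depleted or not, 84 to 84.2 chloroplast genes reached 10 counts at 2000000 reads over CDS, so this measure hardly separates them. At 50 counts the range over the 14 libraries was 77.5 to 84, lowest in the 700 U library and next in its repeat (78.6). Reads over CDS are fewer than the sequenced reads of a library, so these depths are not those of the sequencing run.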

Due to the structural differences between the eukaryotic 80S ribosome of the cytosol, and the prokaryotic-like 70 S ribosome of the plastid, it is recommended that P-site offsets are estimated separately for these two ribosome species. The P-site offsets for cytosolic RPFs are predominantly 12–13 nt from the 5’end (Figure S5), which is the norm for eukaryotic RPFs [26]. In contrast, the P-site offsets for the chloroplast RPFs are diverse, and decrease from the 5’end as the RPF gets smaller (Fig. 10A). This indicates preferential nuclease digestion from the 5’end, which is a pattern that has previously been observed for chloroplast RPFs [6]. It was reported before that the determination of chloroplast P-site offsets can be performed by applying a constant 7 nt from the 3’end [6]. When applying 3’mapping to our own dataset, similar offset values (6–8 nt) were only observed for smaller RPFs (20–30 nt), whereas the larger RPFs (31–40 nt) displayed a constant 15 nt offset (Fig. 10A). It should be noted that chloroplast metagene analyses are inherently noisier since most land plant chloroplast genomes only encode ~ 80 CDS genes. Furthermore, some chloroplast transcripts are polycistronic with very short spacers in between reading frames (or even overlapping reading frames), thereby making it difficult (or impossible) to distinguish terminating ribosomes from initiating ribosomes around these short spacers. Despite these limitations, triplet periodicity is still visible across chloroplast genes (Fig. 10B, C).

Interestingly, the small and large RPFs that are characterized with the distinct P-site offsets, correspond to the two visible peaks in the RPF size distribution (Fig. 10D). To explore this further, chloroplast RPFs were size separated in silico, to determine if the small and large RPFs display unique localization patterns. Both RPF populations were similarly distributed across all chloroplast genes indicating no bias towards specific genes (Fig. 10E). For eukaryotic ribosomes, smaller sized RPFs (~ 19–21 nt) have been reported as stalled ribosomes containing an empty A-site [47]. This is unlikely to be the case for the small RPFs of the chloroplast, since they are relatively abundant (Fig. 10D) and are widespread along the entire CDS (Fig. 10F). Hence the molecular cause for the two observed RPF sizes remains to be determined. It is tempting to speculate that the small and large RPF populations of the chloroplast represent different rotational conformation states of actively translating ribosomes. For comparison, we also performed an in silico analysis of the small (18–24 nt) and large (25–34 nt) cytosolic RPFs, which also displayed moderate correlation across annotated CDS (Figure S6B). Since the small RPFs are much less abundant, it is difficult to compare the raw coverage. However, upon normalization, we did notice a tendency for small RPFs to be more abundant near start codons (Figure S6C-F).

**Fig. 10:**
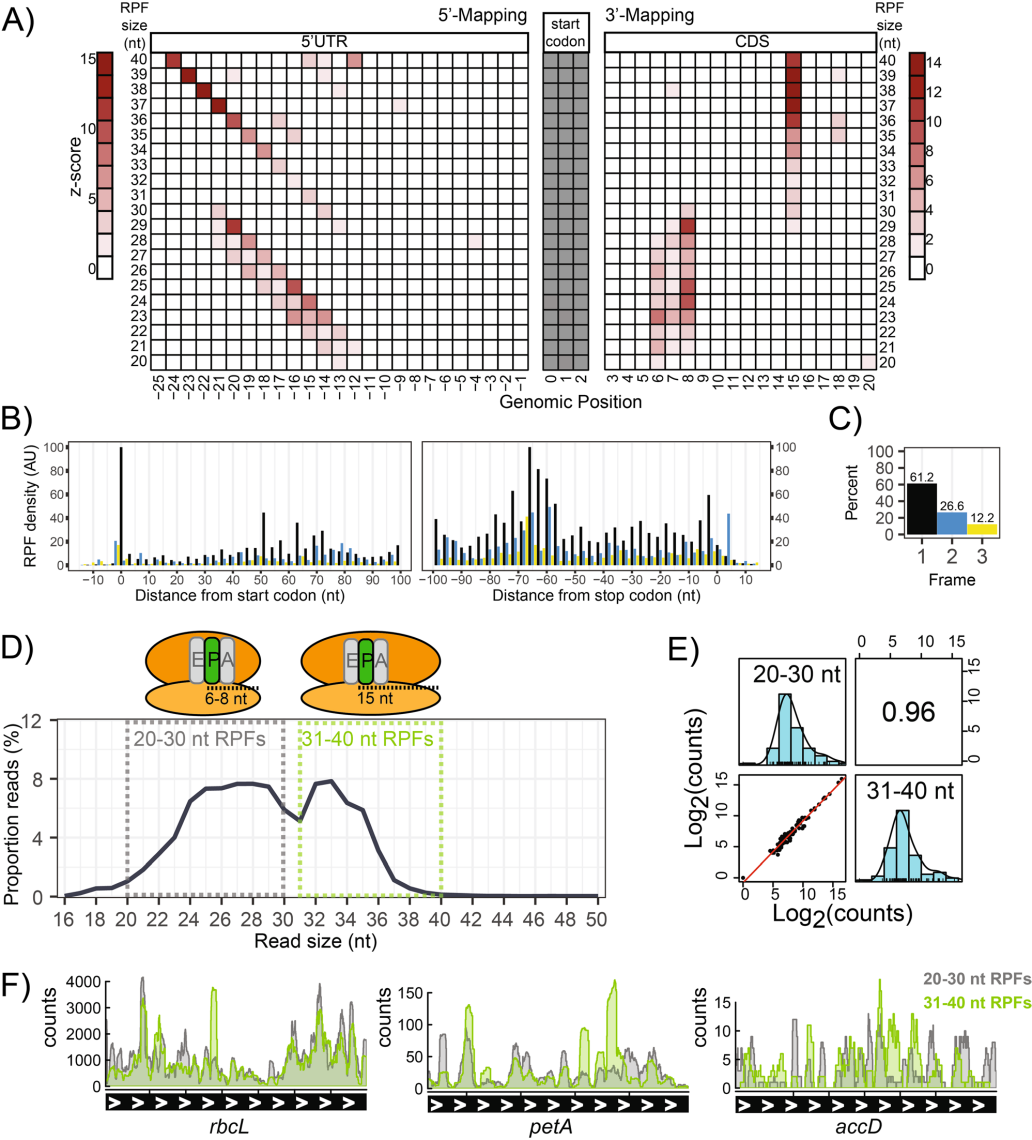
Properties of chloroplast RPFs. **(A)** P-site offsets. The RPF density around the start codon is normalized for each RPF size. Densities for 5’-mapped (left) and 3’-mapped (right) are both shown. **(B)** Metagene analysis for RPFs over the 79 annotated CDS genes of the chloroplast. RPFs are positioned at their P-site using the 5’-mapping offsets determined in **(A)**. **(C)** Quantification of RPFs in each frame of translation. Frame 1 is in reference to the start codon. **(D)** Bimodal RPF size distribution corresponds to unique P-site offsets. The small (20–30 nt) and large (31–40 nt) RPFs are indicated in dashed grey and green boxes, respectively. **(E)** Spearman’s correlation of RPF density over chloroplast CDS (log_2_-counts), for the small- and large-sized RPFs. **(F)** Coverage of the small- and large-sized RPFs over chloroplast genes. Highly expressed (*rbcL*), medium expressed (*petA*), and lowly expressed (*accD*) genes were selected to provide a broad representation. The data is derived from the library corresponding to the 700 U RNase I treatment (described in Fig. 5)

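rbcL, the large subunit of Rubisco at 54958 to 56397 of the chloroplast genome, had 32376 CPM over CDS in the 700 U library. By counts per kb of CDS it ranked 1 to 2 among the 88 chloroplast gene entries over the 14 Arabidopsis libraries. petA, cytochrome f at 61657 to 62619, had 577 CPM in the 700 U library and ranked 27 to 35. accD, a subunit of acetyl-CoA carboxylase at 57075 to 58541, had 105 CPM in the 700 U library and ranked 62 to 75. The 14 libraries differ in age, nuclease and depletion, the 700 U library and its repeat hold the same RPFs, and the highest levels of the 14 were 78148 CPM for rbcL, 1881 CPM for petA and 273 CPM for accD. The order of the 3 genes was the same in each of the 14 libraries.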

### Complementary transcriptome

For calculating translation efficiency (TE), complementary RNA-seq libraries are typically generated in parallel with Ribo-seq libraries. Since the Ribo-seq dataset described here were generated from optimization trials, complementary transcriptomes were not generated, so no TE calculations are provided. However, we want to share our experiences with transcriptome generation: The depletion of rRNA from total RNA is standard in RNA-seq, with the most popular methods being enrichment of polyadenylated (poly(A)) transcripts, subtractive hybridization with biotinylated oligos, and enzymatic digestion. Since chloroplast RPFs contribute substantially to the plant translatome, we prefer strategies that preserve chloroplast transcripts, which is why we avoid poly(A) mRNA enrichment (since chloroplast transcripts are regularly not polyadenylated). We have also tested commercial rRNA removal kits that utilize subtractive hybridization, and have had good experience from oligos derived from riboPOOLs (siTOOLs Biotech). However, we observed a new problem that arises following efficient rRNA removal: New abundant RNA species begin to disproportionately dominate the RNA-seq library. For this reason, we currently prefer to use enzymatic based depletion strategies (e.g., Zymo-Seq RiboFree Total RNA Library Kit) which remove abundant RNA species in a sequence-independent manner. This strategy removes most rRNA, preserves organelle transcripts, and prevents any single RNA species from becoming disproportionately over represented.

## Conclusions

The genome-wide analysis of translation was revolutionized by ribosome profiling, which is often optimized across different labs to suite individual purposes. Through our own optimization efforts for Arabidopsis and tobacco, the methodology described here focuses on minimizing nuclease treatment and preserving chloroplast RPFs. This necessitates a broader RPF size selection, which comes at the expense of lower triplet periodicity. However, it has been demonstrated that non-periodic data (generated from MNase) still provides accurate translational dynamics [16, 17, 43, 46, 55]. Therefore, we instead prioritize sequencing depth, which we believe to be the limiting factor when trying to identify lowly translated ORFs. For this reason, we emphasize rRNA removal, which we find to be very efficient when performed at the RNA level, prior to any enzymatic steps. For a typical Ribo-seq experiment, we aim for ~ 20 million CDS mapped reads per sample. Thus, we typically sequence 40–60 million reads, depending on the efficiency of rRNA depletion. In addition, our structural assessment of rRNA fragments provide new insights that should benefit the general community when establishing ribosome profiling in new plant species. Together with our ribosome profiling protocol for the green alga *Chlamydomonas reinhardtii* [19], this provides a tool box that paves the way for highly comparative Ribo-seq studies in a wide range of plant species.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

Supplementary Material 7

## Data Availability

The sequencing data have been deposited in NCBI’s Gene Expression Omnibus under accession number GSE226508.

# Supplementary material for: Optimization of ribosome profiling in plants including structural analysis of rRNA fragments
**Source:** Plant Methods. 2024 Sep 16;20:143. doi: 10.1186/s13007-024-01267-3
**Supplement:** Supplementary file 2 — Supplementary Material 2

Library Proportion (%)

Nu 25S

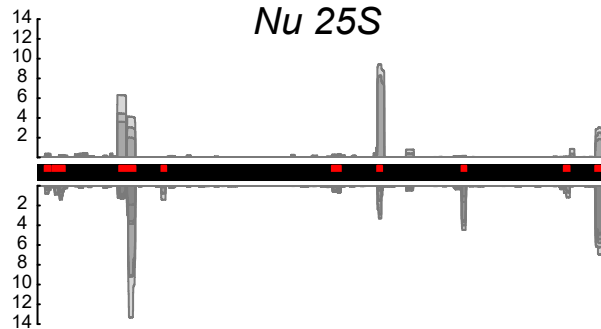

Nu 18S

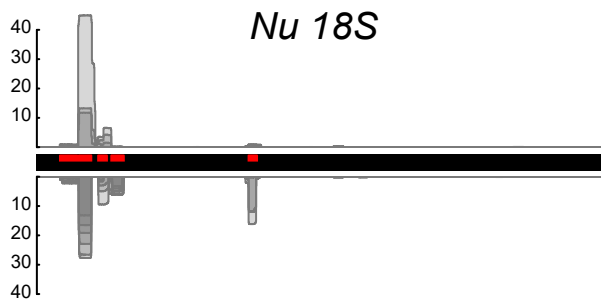

Nu 5.8S

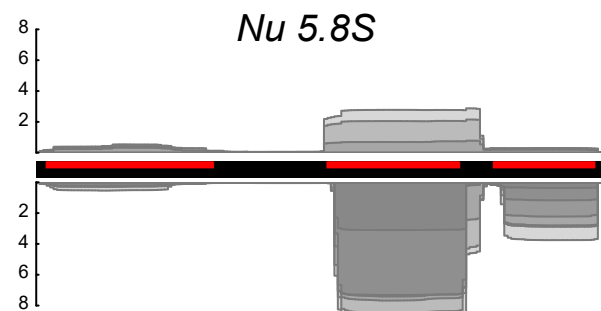

Nu 5S

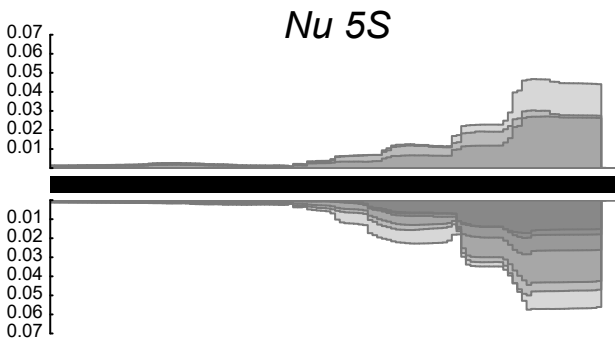

Cp 23S

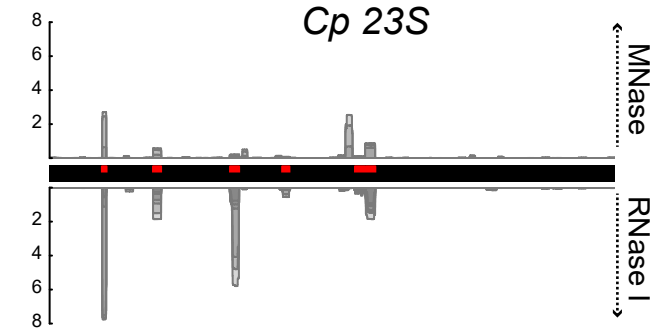

Cp 16S

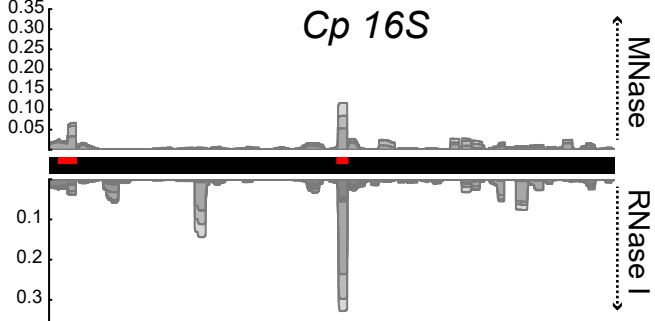

Cp 5S

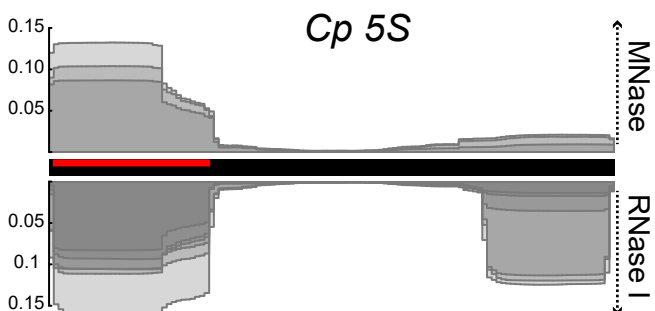

Cp 4.5S

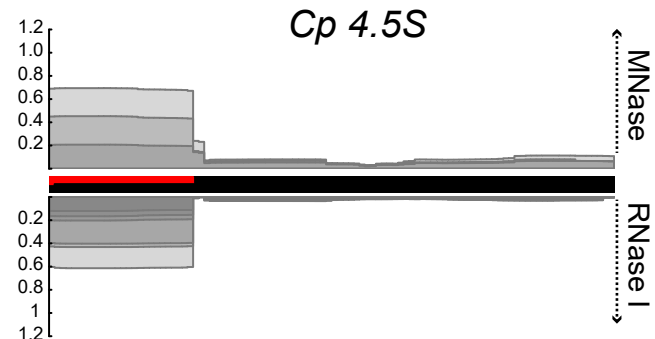

MNase

RNase I

MNase

RNase I

MNase

RNase I

MNase

RNase I

# Supplementary material for: Optimization of ribosome profiling in plants including structural analysis of rRNA fragments
**Source:** Plant Methods. 2024 Sep 16;20:143. doi: 10.1186/s13007-024-01267-3
**Supplement:** Supplementary file 7 — Supplementary Material 7

# Supplemental Data

**Figure S1.** RPF coverage is maintained in annotated CDS across tested digestion conditions. The coverage profile emphasizes that different digestion conditions do not perturb RPF mapping, and that isolated RPFs are indeed derived from CDS regions. Shown is the RPF coverage over *LHCA2* (AT3G62120), which was selected on the basis of having high RPF coverage and multiple exons. For the gene structure, thick bars represent CDS, thin bars represent exons, and lines represent introns. M, MNase-treated; R, RNase I-treated; U, Units of applied ribonuclease.

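AT3G62120 lies on the minus strand of chromosome 3 of TAIR10 from 23001030 to 23004392, where the reference annotates a class II aminoacyl-tRNA and biotin synthetase superfamily protein. Its TMM-normalized level was 170.5 ± 7.54 CPM (SD, n = 3 doses) with MNase and 169 ± 8.22 CPM (SD, n = 3 doses) with RNase I. The log2 fold change of 0.01 (standard error 0.07, adjusted p = 0.98 from edgeR) was smaller than its error. Counts over the CDS do not hold the position of each read, so the coverage along the gene was not analysed here.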

**Figure S2.** Preservation of contaminating rRNA fragments in diverse Arabidopsis RPF libraries. Coverage of reads mapped along Arabidopsis nuclear-encoded and chloroplast-encoded rRNA species derived from all Arabidopsis Ribo-seq libraries described in this manuscript that were treated with MNase (above y-axis) and RNase I (below y-axis). The read coverage is normalized to the size of each library, with the relative abundances shown as a percentage of the total library size. Note the different y-axis scales which are due to variable contamination contributions of different rRNA species. Regions with overlapping coverage from multiple libraries are shown in darker shades of grey. Designed rRNA-depletion oligos are shown as red lines (23-55 nt long). The x-axis is scaled according to the full length of each rRNA species, and ranges from 102-3382 nt.

**Figure S3.** Effects of PCR amplification bias on Ribo-seq datasets. A replicate Ribo-seq library was generated using the same RPFs derived from our 700 U RNase I treatment (described in Figure 5). The PCR amplification efficiency of this replicate library was lower (amplified in 19 cycles) than the original library (amplified in 15 cycles), allowing for the assessment of PCR bias. **(A)** Correlation plot highlighting that differences in PCR reduces translatome comparability to a greater extent than differences in nuclease treatment. The number of PCR cycles used to amplify each library (x15 or x19) are shown. The libraries that only differ in nuclease treatment (orange boxes) are stronger correlated (R=0.96-0.97) than the libraries that only differ by PCR (green box, R=0.94). This is even true for libraries generated using different nuclease enzymes (Figure 1C, R=0.96-0.97). **(B)** Differences in PCR cycle number affect the relative abundance of specific rRNA contaminants. Shown is the read coverage along rRNA species, for the two technically similar libraries. The library amplified with 15 cycles is colored grey, whereas the library amplified with 19 cycles is colored yellow. The vertical blue bars highlight contaminating rRNA fragments with substantial differences in relative abundance. The red bars show the location of Arabidopsis rRNA depletion oligos (Table S1). Each rRNA species is scaled according to its full length. U, Units of applied ribonuclease; Nu, Nuclear-encoded rRNA; Cp, Chloroplast-encoded rRNA.

**Figure S4.** Preservation of contaminating rRNA fragments across plant species. Coverage of reads mapped along tobacco nuclear-encoded and chloroplast-encoded rRNA species derived from a tobacco Ribo-seq dataset (Details as shown in Figure S7). Tobacco rRNA depletion oligos are shown in purple (Table S2). Arabidopsis rRNA depletion oligos are shown in red (Table S1) and were mapped to tobacco rRNA sequences to highlight equivalent regions. Some of the Arabidopsis oligos do not match perfectly to the tobacco rRNA sequences.

**Figure S5.** P-site estimation for cytosolic RPFs. The RPF density around the start codon is normalized for each RPF size. Densities for 5’-mapped (left) and 3’-mapped (right) are both shown. The P-site offset values selected for each RPF size were derived from the position of highest RPF density based on 5’-mapping, which are typically 12-13 nt upstream of the start codon. The data is derived from the library corresponding to the 700 U RNase I treatment (described in Figure 5).

**Figure S6.** Characterization of different sized cytosolic RPFs. **(A)** RPF size distribution of the small (18-24 nt, grey) and large (25-34 nt, green) cytosolic RPFs. **(B)** Spearman’s correlation of RPF density over annotated CDS (log_2_-counts), for the small- and large-sized RPFs. Genes with 0 counts in both populations were filtered out. A pseudo count of 0.1 was added to the remaining genes. **(C-F)** Coverage of the small- and large-sized RPFs over selected nuclear-encoded genes. Shown are the RPF coverage for AT2G39730 (C), AT1G67090 (D), AT1G29930 (E), and AT1G79040 (F). Raw counts are displayed on top, whereas counts normalized to the small-RPFs are displayed on the bottom. The data is derived from the library corresponding to the 700 U RNase I treatment (described in Figure 5).

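In the 700 U RNase I library, RCA (AT2G39730), Rubisco activase on chromosome 2 of TAIR10 from 16570746 to 16573692, had 43379 counts, or 13253 CPM, over its CDS. RBCS1A (AT1G67090), a Rubisco small subunit on chromosome 1 from 25048158 to 25049667, had 54719 counts, or 16717 CPM. CAB1 (AT1G29930), a chlorophyll a/b-binding protein, had 35422 counts, or 10822 CPM. PSBR (AT1G79040), a photosystem II subunit on chromosome 1 from 29735952 to 29737009, had 11892 counts, or 3633 CPM. Over the 400, 550 and 700 U libraries the levels were 12982 ± 237 CPM for RCA, 15743 ± 871 for RBCS1A, 10003 ± 709 for CAB1 and 3388 ± 218 for PSBR (SD, n = 3 doses). The counts do not hold fragment sizes, so small and large RPFs were not told apart here.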

**File S1**. Example scripts

Table S1. Custom biotinylated DNA depletion-oligos for rRNA removal from Arabidopsis RPF samples. Depletion oligos were designed for Arabidopsis rRNA loci with high coverage across all Arabidopsis Ribo-seq libraries produced from our lab (for details see Results). The molar ratio reflects the relative abundance of these contaminants among all our Ribo-seq libraries. The final oligo cocktail (version 2) contains all the oligos in this table, mixed at the indicated molar ratios. The preliminary oligo cocktail (version 1) contained only the oligos without an Asterisk (*). Nu, nuclear-encoded; Cp, chloroplast-encoded.

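The table lists 29 DNA oligos of 23 to 55 nt, of which 24 make up version 1 and 5 were added for version 2. Of these, 19 are directed at nuclear rRNA (11 at 25S, 5 at 18S and 3 at 5.8S) and 10 at chloroplast rRNA (6 at 23S, 2 at 16S, 1 at 4.5S and 1 at 5S). Each of the 29 sequences occurs without a mismatch in the TAIR10 genome. Nu_25S_4 (42 nt) is antisense to positions 6626 to 6667 of chromosome 2, within the gene model AT2G01021 at 6571 to 6672. The coding sequences with the next longest stretch complementary to an oligo are those of the glutathione transferases GSTT3 (AT5G41220) and GSTT2 (AT5G41240), with 19 nt each.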

| **Oligo name** | **Oligo sequence** | **Molar Ratio** |
| --- | --- | --- |
| **Nu_5.8S_1** | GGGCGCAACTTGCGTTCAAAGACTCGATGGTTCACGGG | 10 |
| **Nu_5.8S_2** | GTGACACCCAGGCAGACGTGCCCTCGGCC | 4 |
| **Nu_5.8S_3*** | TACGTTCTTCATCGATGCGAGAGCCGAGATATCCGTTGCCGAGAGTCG | 2 |
| **Nu_18S_1** | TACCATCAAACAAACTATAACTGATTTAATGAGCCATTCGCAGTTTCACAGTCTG | 2 |
| **Nu_18S_2** | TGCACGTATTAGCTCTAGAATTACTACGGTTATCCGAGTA | 16 |
| **Nu_18S_3** | CGTCGACCTTTTATCTAATAAATGCGTC | 4 |
| **Nu_18S_4** | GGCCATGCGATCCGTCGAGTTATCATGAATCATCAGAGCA | 10 |
| **Nu_18S_5** | TCGCCGACCGAAGGGACAAGCCGACCA | 4 |
| **Nu_25S_1** | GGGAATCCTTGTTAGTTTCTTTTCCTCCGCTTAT | 2 |
| **Nu_25S_2** | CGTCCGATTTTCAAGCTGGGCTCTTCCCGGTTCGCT | 2 |
| **Nu_25S_3** | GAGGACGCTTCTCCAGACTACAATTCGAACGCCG | 2 |
| **Nu_25S_4** | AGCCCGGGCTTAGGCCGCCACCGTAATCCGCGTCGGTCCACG | 4 |
| **Nu_25S_5** | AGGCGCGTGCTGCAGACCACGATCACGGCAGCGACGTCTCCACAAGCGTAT | 8 |
| **Nu_25S_6** | AGATCAAGGTCGGTCGGCGGTGCACCCG | 1 |
| **Nu_25S_7** | CCGTTCCCAGTCCGTCCCCCGGCCGGCAC | 4 |
| **Nu_25S_8** | AGCGAGCCTTGGGACCAAAAACAGGGGT | 4 |
| **Nu_25S_9** | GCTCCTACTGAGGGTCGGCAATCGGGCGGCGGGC | 1 |
| **Nu_25S_10** | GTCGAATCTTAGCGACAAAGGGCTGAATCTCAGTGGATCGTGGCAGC | 10 |
| **Nu_25S_11*** | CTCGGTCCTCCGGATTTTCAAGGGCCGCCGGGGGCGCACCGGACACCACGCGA | 2 |
| **Cp_4.5S_1** | TAAACGGCTCGTCTCGCCGTGACCTTC | 2 |
| **Cp_5S_1** | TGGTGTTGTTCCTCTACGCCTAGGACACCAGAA | 1 |
| **Cp_16S_1** | ACGCACAGCGCCTAGTATCCATCGTTT | 1 |
| **Cp_16S_2*** | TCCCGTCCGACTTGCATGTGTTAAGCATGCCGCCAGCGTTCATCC | 1 |
| **Cp_23S_1** | TGCTCTCCCACAACCCCGTTTTC | 2 |
| **Cp_23S_2** | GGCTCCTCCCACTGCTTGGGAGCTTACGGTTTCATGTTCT | 1 |
| **Cp_23S_3** | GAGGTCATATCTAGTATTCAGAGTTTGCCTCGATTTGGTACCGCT | 8 |
| **Cp_23S_4** | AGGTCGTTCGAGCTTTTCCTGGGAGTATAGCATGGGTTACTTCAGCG | 4 |
| **Cp_23S_6*** | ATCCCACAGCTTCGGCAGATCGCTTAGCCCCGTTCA | 2 |
| **Cp_23S_7*** | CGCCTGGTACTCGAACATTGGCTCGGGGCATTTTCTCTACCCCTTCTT | 2 |

Table S2. Custom biotinylated DNA depletion-oligos for rRNA removal from tobacco RPF samples. Depletion oligos were designed for tobacco rRNA loci with high coverage across tobacco Ribo-seq libraries produced from our lab (includes datasets not described in this study). The molar ratio reflects the relative abundance of these rRNA fragments across our Ribo-seq libraries. The “Labels” of the rRNA fragments depicted in Figure 7, are listed accordingly. The “Ribosome regions” are named accordingly to Armache et al, 2010. Oligos prefixed “NTa” are used only for tobacco rRNA depletion, whereas those without prefix are used for both Arabidopsis and tobacco rRNA depletion. Nu, nuclear-encoded; Cp, chloroplast-encoded; LSU, large subunit; SSU, small subunit.

| **Oligo name** | **Oligo sequence** | **Molar ratio** | **Label (as in Fig. 7)** | **Ribosome region** |
| --- | --- | --- | --- | --- |
| **NTa_Nu_5.8S_1** | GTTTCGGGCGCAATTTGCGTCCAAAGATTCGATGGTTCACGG | 5 | C1 | H7/H5 |
| **NTa_Nu_5.8S_2** | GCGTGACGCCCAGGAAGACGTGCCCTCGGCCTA | 5 | C2 | ES^L^3/ES^L^4 |
| **Nu_18S_1** | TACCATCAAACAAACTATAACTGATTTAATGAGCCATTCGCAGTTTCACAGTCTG | 0.5 | C3 | h6/h7 |
| **Nu_18S_2** | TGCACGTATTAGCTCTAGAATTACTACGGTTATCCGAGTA | 6 | C4 | h8 |
| **NTa_Nu_18S_1** | CCGGCAGAAGGGACGAGACGACCGGTGCAC | 4 | C5 | ES6^S^a |
| **NTa_Nu_18S_2** | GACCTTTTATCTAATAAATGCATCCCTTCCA | 2 | C6 | ES^S^3a/c |
| **NTa_Nu_18S_3** | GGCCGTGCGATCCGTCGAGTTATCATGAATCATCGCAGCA | 3 | C7 | ES^S^3b/h10 |
| **NTa_Nu_18S_4** | CGTTGAATACATCAGTGTAGCGCGCGTG | 1 | C8 | h30/h41 |
| **Nu_25S_1** | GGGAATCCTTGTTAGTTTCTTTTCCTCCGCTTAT | 5 | C9 | H11/H13 |
| **Nu_25S_3** | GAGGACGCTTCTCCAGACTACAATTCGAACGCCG | 7 | C10 | ES^L^5, H15 |
| **NTa_Nu_25S_1** | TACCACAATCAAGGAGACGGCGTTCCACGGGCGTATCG | 6 | C11 | ES^L^7b |
| **Nu_25S_6** | AGATCAAGGTCGGTCGGCGGTGCACCCG | 1.5 | C12 | ES^L^9 |
| **Nu_25S_7** | CCGTTCCCAGTCCGTCCCCCGGCCGGCAC | 0.5 | C13 | ES^L^27 |
| **NTa_Nu_25S_2** | GCAAGCCTTGGGTCCAAAAAGAGGGGCA | 8 | C14 | ES^L^31 |
| **NTa_Nu_25S_3** | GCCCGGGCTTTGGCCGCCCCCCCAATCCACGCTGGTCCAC | 1 | C15 | ES^L^7b |
| **NTa_Nu_25S_4** | CCTACATTGTTCCATCGACCAGAGGCTGTT | 3 | C16 | H60/H61 |
| **NTa_Nu_25S_5** | CATGCGTCGCTTCTAGCCCGGATTCTGACT | 3 | C17 | H97/H94 |
| **NTa_Nu_25S_6** | AGGCCCCTACTGCGGGTCGGCAAGCGG | 0.5 | C18 | ES39b |
| **NTa_Nu_25S_7** | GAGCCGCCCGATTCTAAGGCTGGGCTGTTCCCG | 0.5 | C19 | H13/H14/ES5 |
| **NTa_Nu_25S_8** | AAACAACCCGACTCGTAGACAGCGCCTCG | 0.5 | C20 | H21 |
| **Nu_25S_11** | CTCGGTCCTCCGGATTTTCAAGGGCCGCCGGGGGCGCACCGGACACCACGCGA | 1 | C21 | H56/H59 |
| **Cp_4.5S_1** | TAAACGGCTCGTCTCGCCGTGACCTTC | 1.5 | - | - |
| **Cp_5S_1** | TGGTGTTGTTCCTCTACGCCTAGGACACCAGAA | 0.5 | - | - |
| **Cp_16S_1** | ACGCACAGCGCCTAGTATCCATCGTTT | 0.5 | - | - |
| **Cp_16S_2** | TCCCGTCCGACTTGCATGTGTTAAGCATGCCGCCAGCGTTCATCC | 0.5 | - | - |
| **Cp_23S_1** | TGCTCTCCCACAACCCCGTTTTC | 6 | - | - |
| **Cp_23S_2** | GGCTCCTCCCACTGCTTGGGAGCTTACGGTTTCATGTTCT | 0.5 | - | - |
| **Cp_23S_3** | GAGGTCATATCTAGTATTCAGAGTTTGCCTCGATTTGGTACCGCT | 10 | - | - |
| **Cp_23S_4** | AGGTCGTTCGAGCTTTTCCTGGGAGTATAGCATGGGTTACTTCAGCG | 3 | - | - |

**Optimized Plant Ribosome Profiling protocol**

*Isolation of ribosome-protected fragments and total RNA*

300 mg frozen plant tissue was homogenized in liquid nitrogen with a mortar and pestle followed by the addition of 3 mL ribosome extraction buffer (0.2 M sucrose, 0.2 M KCl, 40 mM Tris-OAc pH 8.0, 10 mM MgCl_2_, 10 mM 2-Mercaptoethanol, 2% (v/v) polyoxyethylene (10) tridecyl ether, 1% (v/v) Triton X-100, 100 μg/mL chloramphenicol, 100 μg/mL cycloheximide). After brief mixing, a 0.5 mL aliquot of the lysate was flash frozen and stored at -80 °C for later total RNA extraction using TRIzol reagent (ThermoFisher cat# 15596026). This total RNA can be used for standard RNA-seq experiments. This step is especially important if the calculation of translation efficiencies is desired (i.e., the normalization of Ribo-seq data to RNA-seq data). The remaining lysate was filtered through glass wool, followed by centrifugation for 10 min at 15,000 x *g* at 4 °C to remove cell debris. 2.5 mL of the clarified lysate were incubated with 1500 U of RNase I (Ambion cat# AM2294) for 1 h at room temperature with gentle rotation to degrade mRNA regions that are not covered and protected by translating ribosomes. The ribonuclease-treated lysate contains mainly monosomes which were loaded onto a 2 mL sucrose cushion (30% (w/v) sucrose, 40 mM Tris-Acetate pH 8.0, 100 mM KCl, 15 mM MgCl_2_, 0.1 mg/mL chloramphenicol, 0.1 mg/mL cycloheximide, 0.2% β-MeEtOH) and centrifuged (OptimaTM L-80 XP Ultracentrifuge - Beckman Coulter, SW55 Ti rotor) for 1.5 h at 303,800 x *g* at 4 °C. The supernatant was then carefully aspirated and the pelleted monosomes resuspended in 0.5 mL footprint isolation buffer (10 mM Tris pH 8.0, 1 mM EDTA pH 8.0, 100 mM NaCl, 1% (w/v) SDS, 0.1 M EGTA pH 8.0). The RNA was immediately extracted from this pellet using 0.5 mL TRIzol reagent. Next RPFs were size-selected through electrophoresis on a 12% denaturing polyacrylamide gel (19:1, acrylamide:bisacrylamide) prepared in 1x TBE buffer (89 mM Tris, 89 mM Boric Acid, 2mM EDTA pH 8.0) containing 8 M urea. To this end, 25 μg RNA were resuspended in 40 μL of ribosome footprint loading buffer (90% (v/v) deionized formamide, 20 mM Tris-HCl pH 7.5, 20 mM EDTA pH 8.0, 0.04% (w/v) bromophenol blue, and 0.04% (w/v) xylene cyanol) and denatured for 10 min at 70 °C. The gel was run in 1x TBE buffer with a constant power of 30 W at constant temperature of 12 °C (achieved by a cooling unit). Co-migrating pre-stained RNA ladder (Biodynamics Laboratory cat# DM253) was used to visualize the regions of the gel to excise RPFs (20-35 nt). RNA was eluted from the excised gel piece in 4 mL TESS (10 mM Tris pH 8.0, 1 mM EDTA pH 8.0, 0.1 M NaCl, 0.2% (w/v) SDS) by overnight incubation at 4 °C with gentle rotation. Eluted RNA was isolated with 4 mL of phenol:chloroform:isoamyl alcohol (25:24:1), followed by overnight ethanol precipitation at -20 °C. To increase purity and further narrow the volume, the RNA pellet was resuspended in 0.1 M NaCl (500 μL) and subjected to a second round of phenol:chloroform:isoamyl alcohol (25:24:1) extraction, followed by two washes with chloroform:isoamylalcohol (24:1) and overnight ethanol precipitation at -20 °C. The received RPF pellet was washed twice with 75% ethanol and resuspended in 20 μL RNase-free water. Typical yields are 200-600 ng of RPFs per 300 mg plant fresh weight (depending on tissue source, e.g., developmental stage, mutant phenotype, etc.).

*rRNA depletion*

RNase free Biotinylated oligos were purchased from metabion international (Planegg, Germany). Oligo hybridization was performed following an adapted protocol from (Kraus et al., 2019). 150 ng of gel-purified RPFs were mixed with the following components in a PCR tube: 4 μL deionized formamide, 1 μL 20X SSC (3M NaCl, 0.3M Na-Citrate, pH 7.0 with HCl), 2 μL EDTA (5 mM, pH 8.0), 0.7 μL biotinylated oligo mix (100 µM), and RNase free water up to 20 μL. Hybridization of the oligos was performed in a thermocycler with heated lid using a slow temperature ramp according to the table below:

| Temp (°C) | 80 | 75 | 70 | 65 | 60 | 55 | 50 | 45 | 40 | 35 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Time (min) | 5 | 2 | 2 | 2 | 2 | 2 | 2 | 2 | 2 | 2 |
| Ramp rate | -0.1°C/s | | | | | | | | | |

After oligo hybridization, each sample was topped off to 40 µL using a solution of 1X SCC and 20% formamide and kept at 35 °C until ready for oligo removal, which was performed using Dynabeads MyOne C1 (Thermo Fisher cat# 65002). For each sample, 45 µL of beads were washed according to manufacturer’s protocol for RNA applications, and divided into 30 µL and 15 µL aliquots for performing two rounds of oligo removal. Each sample was incubated with the 30 µL bead aliquot at room temperature for 15 min, and magnetized for 2 min (the supernatant contains the partially rRNA-depleted sample). The second round of oligo removal was performed by aspirating the supernatant into the 15 µL bead aliquot and repeating the incubation and magnetization. The final supernatant contains the rRNA-depleted RPFs, which was aspirated, transferred into a clean tube and ethanol precipitated overnight at ‑20 °C. The rRNA-depleted RPF pellet was resuspended in 42 µL RNase-free water and treated with TURBO DNase (Thermo cat# AM2238) in a 50 µL reaction according to the manufacturer’s instructions, in order to remove traces of leftover DNA oligos. Following DNase treatment, RPFs were purified using the Monarch RNA cleanup kit (NEB cat# T2030) following the modified protocol for small RNA, and eluted in 35 µL RNase-free water. Typical RPF yields following depletion are ~30% (i.e., 50 ng rRNA-depleted RPFs from 150 ng gel-purified undepleted RPFs).

*RPF Library preparation*

For ligation-free Ribo-seq, rRNA depleted RPFs were directly used as input into the D-plex small RNA-seq kit (Diagenode cat#C05030001) according to manufacturer’s instructions, and amplified with 7-9 PCR cycles. For RNA-ligase Ribo-seq, rRNA-depleted RPFs were treated with T4 polynucleotide kinase (PNK; ThermoFisher, cat#EK0031) in a two-step reaction, to prepare the terminal ends for adapter ligation. First, the depleted RPFs (~50 ng in 35 µL) were added to a 50 µL PNK reaction without ATP, for 10 min at 37 °C to promote the dephosphorylation reaction (removal of 3’ phosphate groups and 2', 3' cyclic monophosphate, which are typical end products of MNase and RNase I digestion). Next, ATP was added to the reaction, followed by another incubation for 30 min at 37 °C. The end-repaired RPFs were purified using the Monarch RNA cleanup kit using the modified protocol for small RNA, and eluted in 12 µL RNase-free water. These purified RPFs were immediately used as input for the NEXTflex small RNA-seq kit v3 (Perkin Elmer, cat# NOVA-5132-06) or v4 (Perkin Elmer, cat#NOVA-5132-31), according to the manufacturer’s instructions. The resulting cDNA was stored at -80 °C until the number of PCR cycles required for library amplification, was experimentally determined by qPCR (see below). In the final PCR amplification step of NEXTflex library preparation, the cycle number was adjusted according to the qPCR results, and typically require 14-16 PCR cycles.

*qPCR to determine the cycle number for Ribo-seq library PCR amplification*

From our experience, NEXTflex libraries that are <1 ng/µL are very difficult to multiplex in equimolar ratios, due to less accurate qubit quantification. In contrast, libraries >10 ng/µL can be considered to be overamplified and are outside the exponential PCR doubling range, creating technical biases in the results. The following qPCR protocol was designed to produce libraries within the range of 1.5-6.0 ng/µL. The primers are derived from the NEXTflex small RNA-seq kit v3:

| F primer | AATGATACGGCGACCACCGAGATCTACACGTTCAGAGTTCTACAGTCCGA |
| --- | --- |
| R primer | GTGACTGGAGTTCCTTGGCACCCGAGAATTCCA |

The instructions of the NEXTflex kit were followed up to STEP-F, eluting the cDNA product in 21 uL of elution buffer. Subsequently, 1 µL of this purified cDNA product was combined with 10 µL 2X Power SYBR Green PCR master mix (catalog# 4368577), 2 µL forward primer (0.5 µM), 2 µL reverse primer (0.5 µM), and 5 µL water (total volume of 20 µL). This qPCR reaction is aliquoted into 3 technical replicates (5 µL reactions per well), and run on an Applied biosystems 7900 HT machine with the following settings:

| 95 °C | 95 °C | 60 °C | 72 °C |  | 72 °C | Dissociation curve |
| --- | --- | --- | --- | --- | --- | --- |
| 2 min | 20 sec | 30 sec | 15 sec |  | 2min |  |
| x1 | x40 | | |  | x1 |  |

Based on the absolute Ct values obtained in this qPCR, the remaining 20 µL of the cDNA were PCR-amplified according to the table below:

| **qPCR Ct value** | **Recommended cycles** **in the final PCR amplification step of NEXTflex library preparation** | **Notes** |
| --- | --- | --- |
| **12** | **10** | Generally, the lower the number of PCR cycles used, the better the library quality (e.g., 12 cycles is better than 15 cycles). |
| **13** | **10** |  |
| **14** | **11** |  |
| **15** | **11** |  |
| **16** | **12** |  |
| **17** | **12** |  |
| **18** | **13** |  |
| **19** | **13** |  |
| **20** | **14** |  |
| **21** | **14** |  |
| **22** | **15** |  |
| **23** | **15** |  |
| **24** | **16** |  |
| **25** | **16** |  |
| **26** | **17** |  |
| **27** | **17** |  |
| **28** | **18** | Libraries in this range typically contain adapter dimers and display higher rates of PCR duplication. The translatome data can be used for the general analysis of differential translation, but it is not recommended for detecting rare translation events (e.g., upstream open reading frames) |
| **29** | **19** |  |
| **30** | **20** |  |
| **31+** | **N/A** | Libraries in this range will contain significant adapter-dimers. Thus, it is not recommended to sequence these libraries. |

Absolute Ct values may vary across machines and applied qPCR kits. Hence, it is recommended to calibrate these values to your machine and kits, according to the final library concentration in pioneer experiments.

*RNA seq library preparation*

Although we do not include RNA-seq libraries in this manuscript, this is important to include in many ribosome profiling experimental setups to calculate translation efficiencies (as RPF abundancies normalized to transcript abundancies). In green plant tissue, up to a quarter of the RPFs are of chloroplast origin, so we prefer to use RNA-seq strategies that also preserve chloroplast transcripts. 

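Chloroplast-encoded genes took 13.6% of the counts over CDS in the undepleted 700 U library of 14-day seedlings, 15.2% at 400 U and 14.9% at 550 U. In the libraries of 8-day seedlings they took 18.7 to 20.3% with MNase and 20.5 to 21.5% with RNase I. In the rRNA-depleted libraries they took 21.8% (V1), 23.7% (V2), 17.8% (ligation-based) and 19.6% (ligation-free). Mitochondria-encoded genes took 0.393 to 0.832% of the counts over CDS in the 14 Arabidopsis libraries.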

We routinely use the Zymo-Seq RiboFree total RNA library kit (Zymo cat# R3000/R3003) whose protocol depends on an enzymatic degradation of rRNAs.

*Bioinformatics analysis*

*Arabidopsis thaliana:* The Arabidopsis GTF gene annotations (v45) and TAIR10 genome were downloaded from ensembl (https://plants.ensembl.org/index.html). Cutadapt (Martin, 2011) was used to remove adapters and UMIs. Ribo-seq contaminants are generally defined as rRNA, tRNA and snoRNA. These sequences were extracted from the gene annotation file, and converted to fasta format using bedtools (Quinlan and Hall, 2010). Importantly, the rRNA gene annotations from TAIR10 (AT2G01010, AT2G01020, AT3G41768, AT3G41979, ATMG00020, ATMG01380, ATMG01390, ATCG00920, ATCG00950, ATCG00960, ATCG00970, ATCG01160, ATCG01170, ATCG01180, and ATCG01210) do not include the nuclear 25S and 5S. Thus, these sequences were obtained from NCBI (25S rRNA; X52320.1) and the 5S rRNA database (5S; http://combio.pl/rrna/). Contaminants were filtered out using STAR aligner (Dobin et al., 2013) with the following parameters: *--outFilterMismatchNoverLmax 0.1 --outReadsUnmapped Fastx –outSAMmultNmax 1*. In the datasets described here, tRNA and snoRNA contribute negligible amounts (<0.5%). Hence, “contaminants” will be synonymously used to describe rRNA. After contaminant filtering, the remaining reads were mapped to the genome using STAR aligner using the following parameters: *--outFilterMismatchNoverLmax 0.1 --alignIntronMax 8000 --outSAMmultNmax 1*. Coverage profiles along the genome, or rRNA were generated using bedtools and plotted using the Sushi package in R (Phanstiel, 2022). Mapped reads were counted over annotated CDS using FeatureCounts (Liao et al., 2014) using the parameters: *-M -s 1 -t CDS -g gene_id*. TMM normalization was performed using edgeR (Robinson et al., 2009), and genes with fewer than 10 counts were removed. P-site estimation, metagene analysis, and phase analysis were performed using the “plastid” package (Dunn and Weissman, 2016), and plotted in R. In order to quantify RPF density in each of the genomic features (CDS, 5’UTR, 3’UTR, introns, and intergenic regions), the Arabidopsis GTF file was processed using the “cs generate” function of “plastid” (Dunn and Weissman, 2016) to collapse multiple transcript isoforms into a single transcript isoform. This merged annotation file was used to create individual BED files that describe each of the genomic features. Only uniquely mapped RPFs were used for quantification within genomic features, which were extracted from the BAM alignment using samtools (Li et al., 2009). The genomic position and density of all RPF P-sites was calculated using the “make_wiggle” function of “plastid”. Quantification of RPF P-sites that overlap with each of the genomic features, was performed using the “map” function of “bedtools”.

*Nicotiana Tabacum:* There are two available genomes for tobacco, which are both available from solgenomics (https://solgenomics.net/). The most recent version was used for alignment (Edwards et al., 2017) since it is conveniently assembled into chromosomes. However, the Edwards genome assembly does not have annotations for tRNA. Therefore, tRNA sequences were obtained from the Sierro genome annotations (Sierro et al., 2014). The tobacco chloroplast (NC_001879.2) and mitochondrial (NC_006581.1) genomes were obtained from NCBI. Chloroplast and mitochondrial rRNA sequences were extracted from the respective genome annotations. Nuclear rRNA sequences were obtained from NCBI: 26S (AF479172.1), 18S (AJ236016.1), 5.8S (AJ300215.1) and 5S (AJ222659.1). The remainder of the analysis pipeline follows the same structure as what was performed for Arabidopsis. Additional parameters with example scripts can be found in Supplemental file 1.

# References

**Bartholomäus A, Del Campo C, Ignatova Z** (2016) Mapping the non-standardized biases of ribosome profiling. Biol Chem **397**: 23–35

**Berg JA, Belyeu JR, Morgan JT, Ouyang Y, Bott AJ, Quinlan AR, Gertz J, Rutter J** (2020) Xpressyourself: Enhancing, standardizing, and automating ribosome profiling computational analyses yields improved insight into data. PLoS Comput Biol **16**: 1–20

**Calviello L, Mukherjee N, Wyler E, Zauber H, Hirsekorn A, Selbach M, Landthaler M, Obermayer B, Ohler U** (2015) Detecting actively translated open reading frames in ribosome profiling data. Nat Methods **13**: 1–9

**Chen H, Alonso JM, Stepanova AN** (2022) A Ribo-Seq Method to Study Genome-Wide Translational Regulation in Plants.

**Chiu CW, Li YR, Lin CY, Yeh HH, Liu MJ** (2022) Translation initiation landscape profiling reveals hidden open-reading frames required for the pathogenesis of tomato yellow leaf curl Thailand virus. Plant Cell **34**: 1804–1821

**Chotewutmontri P, Barkan A** (2018) Multilevel effects of light on ribosome dynamics in chloroplasts program genome-wide and psbA-specific changes in translation. PLoS Genet **14**: e1007555

**Chotewutmontri P, Barkan A** (2016) Dynamics of Chloroplast Translation during Chloroplast Differentiation in Maize. PLoS Genet **12**: 1–28

**Chotewutmontri P, Stiffler N, Watkins KP, Barkan A** (2018) Ribosome profiling in Maize. **1676**: 165–183

**Choudhary S, Li W, Smith AD** (2020) Accurate detection of short and long active ORFs using Ribo-seq data. Bioinformatics **36**: 2053–2059

**Chung BY, Hardcastle TJ, Jones JD, Irigoyen N, Firth AE, Baulcombe DC, Brierley I** (2015) The use of duplex-specific nuclease in ribosome profiling and a user-friendly software package for Ribo-seq data analysis. Rna **21**: 1731–1745

**Daniel A, Michael R, Chen Wei-Sheng, Danielsson Maxwell, Fennell Timothy, Russ Carsten, Jaffe David, Nusbaum Chad, Andreas G** (2011) Analyzing and minimizing PCR amplification bias in Illumina sequencing libraries. Genome Biol **12**: 1–14

**Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR** (2013) STAR: Ultrafast universal RNA-seq aligner. Bioinformatics **29**: 15–21

**Douka K, Agapiou M, Birds I, Aspden JL** (2022) Optimization of Ribosome Footprinting Conditions for Ribo-Seq in Human and Drosophila melanogaster Tissue Culture Cells. Front Mol Biosci **8**: 1–12

**Dunn JG, Weissman JS** (2016) Plastid: Nucleotide-resolution analysis of next-generation sequencing and genomics data. BMC Genomics **17**: 1–12

**Edwards KD, Fernandez-Pozo N, Drake-Stowe K, Humphry M, Evans AD, Bombarely A, Allen F, Hurst R, White B, Kernodle SP, et al** (2017) A reference genome for Nicotiana tabacum enables map-based cloning of homeologous loci implicated in nitrogen utilization efficiency. BMC Genomics **18**: 1–14

**Gao Y, Thiele W, Saleh O, Scossa F, Arabi F, Zhang H, Sampathkumar A, Kühn K, Fernie A, Bock R, et al** (2022) Chloroplast translational regulation uncovers nonessential photosynthesis genes as key players in plant cold acclimation. Plant Cell **34**: 2056–2079

**Gawroński P, Jensen PE, Karpiński S, Leister D, Scharff LB** (2018) Pausing of chloroplast ribosomes is induced by multiple features and is linked to the assembly of photosynthetic complexes. Plant Physiol **176**: 2557–2569

**Gerashchenko M V., Gladyshev VN** (2017) Ribonuclease selection for ribosome profiling. Nucleic Acids Res **45**: e6

**Gotsmann VL, Ting MKY, Haase N, Rudorf S, Zoschke R, Willmund F** (2023) Utilizing high resolution ribosome profiling for the global investigation of gene expression in Chlamydomonas reinhardtii. BioRxiv 1–52

**Hornstein N, Torres D, Das Sharma S, Tang G, Canoll P, Sims PA** (2016) Ligation-free ribosome profiling of cell type-specific translation in the brain. Genome Biol **17**: 1–15

**Hsu PY, Calviello L, Wu H-YL, Li F-W, Rothfels CJ, Ohler U, Benfey PN** (2016) Super-Resolution Ribosome Profiling Reveals Novel Translation Events in Arabidopsis. Proc Natl Acad Sci USA **113**: E7126–E7135

**Ingolia NT** (2016) Ribosome Footprint Profiling of Translation throughout the Genome. Cell **165**: 22–33

**Ingolia NT, Ghaemmaghami S, Newman JRS, Weissman J** (2009) Genome-Wide Analysis in Vivo of Translation with. Science (80- ) **1168978**: 218–324

**Juntawong P, Girke T, Bazin J, Bailey-Serres J** (2014) Translational dynamics revealed by genome-wide profiling of ribosome footprints in Arabidopsis. Proc Natl Acad Sci **111**: E203–E212

**Kraus AJ, Brink BG, Siegel TN** (2019) Efficient and specific oligo-based depletion of rRNA. bioRxiv 589622

**Lauria F, Tebaldi T, Bernabò P, Groen EJN, Gillingwater TH, Viero G** (2018) riboWaltz: Optimization of ribosome P-site positioning in ribosome profiling data. PLoS Comput Biol **14**: 1–20

**Lei L, Shi J, Chen J, Zhang M, Sun S, Xie S, Li X, Zeng B, Peng L, Hauck A, et al** (2015) Ribosome profiling reveals dynamic translational landscape in maize seedlings under drought stress. Plant J **84**: 1206–1208

**Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, Marth G, Abecasis G, Durbin R** (2009) The sequence alignment/map format and SAMtools. Bioinformatics **25**: 2078–2079

**Liao Y, Smyth GK, Shi W** (2014) FeatureCounts: An efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics **30**: 923–930

**Liu M-J, Wu S-HS-H, Wu J-F, Lin W-D, Wu Y-C, Tsai T-Y, Tsai H-L, Wu S-HS-H** (2013) Translational landscape of photomorphogenic Arabidopsis. Plant Cell **25**: 3699–710

**Lukoszek R, Feist P, Ignatova Z** (2016) Insights into the adaptive response of Arabidopsis thaliana to prolonged thermal stress by ribosomal profiling and RNA-Seq. BMC Plant Biol **16**: 221

**Mahboubi A, Delhomme N, Häggström S, Hanson J** (2021) Small-scale sequencing enables quality assessment of Ribo-Seq data: an example from Arabidopsis cell culture. Plant Methods **17**: 1–10

**Martin M** (2011) Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet.journal **17**: 10–12

**McGlincy NJ, Ingolia NT** (2017) Transcriptome-wide measurement of translation by ribosome profiling. Methods. doi: 10.1016/j.ymeth.2017.05.028

**Merchante C, Brumos J, Yun J, Hu Q, Spencer KR, Enríquez P, Binder BM, Heber S, Stepanova AN, Alonso JM** (2015) Gene-Specific Translation Regulation Mediated by the Hormone-Signaling Molecule EIN2. Cell **163**: 684–697

**Mohammad F, Green R, Buskirk AR** (2019) A systematically-revised ribosome profiling method for bacteria reveals pauses at single-codon resolution. Elife **8**: 1–25

**Murashige T, Skoog F** (1962) A Revised Medium for Rapid Growth and Bio Assays with Tobacco Tissue Cultures. Physiol Plant **15**: 473–497

**Phanstiel DH** (2022) Sushi: Tools for visualizing genomics data. R Packag. version 1.34.0

**Quinlan AR, Hall IM** (2010) BEDTools: A flexible suite of utilities for comparing genomic features. Bioinformatics **26**: 841–842

**Raj A, Wang SH, Shim H, Harpak A, Li YI, Engelmann B, Stephens M, Gilad Y, Pritchard JK** (2016) Thousands of novel translated open reading frames in humans inferred by ribosome footprint profiling. Elife **5**: 1–24

**Robinson MD, McCarthy DJ, Smyth GK** (2009) edgeR: A Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics **26**: 139–140

**Scharff LB, Ehrnthaler M, Janowski M, Childs LH, Hasse C, Gremmels J, Ruf S, Zoschke R, Bock R** (2017) Shine-dalgarno sequences play an essential role in the translation of plastid mRNAs in Tobacco. Plant Cell **29**: 3085–3101

**Schuster M, Gao Y, Schöttler MA, Bock R, Zoschke R** (2020) Limited responsiveness of chloroplast gene expression during acclimation to high light in tobacco. Plant Physiol **182**: 424–435

**Sierro N, Battey JND, Ouadi S, Bakaher N, Bovet L, Willig A, Goepfert S, Peitsch MC, Ivanov N V.** (2014) The tobacco genome sequence and its comparison with those of tomato and potato. Nat Commun **5**: 1–9

**Smirnova J, Loerke J, Kleinau G, Schmidt A, Bürger J, Meyer EH, Mielke T, Scheerer P, Bock R, Spahn CMT, et al** (2023) Structure of the actively translating plant 80S ribosome at 2 . 2 Å resolution. Nat plants. doi: 10.1038/s41477-023-01407-y

**Trösch R, Barahimipour R, Gao Y, Badillo-Corona JA, Gotsmann VL, Zimmer D, Mühlhaus T, Zoschke R, Willmund F** (2018) Commonalities and differences of chloroplast translation in a green alga and land plants. Nat Plants **4**: 564–575

**Wu CC-C, Zinshteyn B, Wehner KA, Green R** (2019a) High-Resolution Ribosome Profiling Defines Discrete Ribosome Elongation States and Translational Regulation during Cellular Stress. Mol Cell **0**: 1–12

**Wu HYL, Song G, Walley JW, Hsu PY** (2019b) The tomato translational landscape revealed by transcriptome assembly and ribosome profiling. Plant Physiol **181**: 367–380

**Xiao Z, Huang R, Xing X, Chen Y, Deng H, Yang X** (2018) De novo annotation and characterization of the translatome with ribosome profiling data. Nucleic Acids Res **46**: e61

**Xu Z, Hu L, Shi B, Geng S, Xu L, Wang D, Lu ZJ** (2018) Ribosome elongating footprints denoised by wavelet transform comprehensively characterize dynamic cellular translation events. Nucleic Acids Res. doi: 10.1093/nar/gky533

**Yang X, Cui J, Song B, Yu Y, Mo B, Liu L** (2020) Construction of High-Quality Rice Ribosome Footprint Library. Front Plant Sci **11**: 1–16

**Yang X, Song B, Cui J, Wang L, Wang S, Luo L, Gao L, Mo B, Yu Y, Liu L** (2021) Comparative ribosome profiling reveals distinct translational landscapes of salt-sensitive and -tolerant rice. BMC Genomics **22**: 1–17

**Yusupova G, Yusupov M** (2017) Crystal structure of eukaryotic ribosome and its complexes with inhibitors. Philos Trans R Soc B Biol Sci. doi: 10.1098/rstb.2016.0184

**Zinshteyn B, Wangen JR, Hua B, Green R** (2020) Nuclease-mediated depletion biases in ribosome footprint profiling libraries. RNA **26**: 1481–1488

**Zoschke R, Barkan A** (2015) Genome-wide analysis of thylakoid-bound ribosomes in maize reveals principles of cotranslational targeting to the thylakoid membrane. Proc Natl Acad Sci **112**: E1678–E1687

**Zoschke R, Watkins KP, Barkan A** (2013) A Rapid Ribosome Profiling Method Elucidates Chloroplast Ribosome Behavior in Vivo. Plant Cell **25**: 2265–2275

How the deposited data were processed for this re-analysis (not part of the article)

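The 16 libraries (14 of Arabidopsis, 2 of tobacco) were analysed from the counts of reads over CDS per gene deposited by the authors. Read totals per library that the authors deposited were used for 12 Arabidopsis libraries. These are the reads after trimming, called sequenced reads here, and the rRNA, nuclear, chloroplast and mitochondrial reads. Unmapped reads were taken as the rest of the reads after trimming. All of the deposited values are counts, were checked to be whole numbers and were not normalized by the authors. Sequencing reads were not used here. The authors removed adapters and molecular identifiers with cutadapt, aligned reads to rRNA, tRNA and snoRNA and then to TAIR10 (Ensembl Plants annotation 45) or to the tobacco genome with STAR, and counted them with featureCounts. The versions of these tools are not given in the sources used here. The read totals of the tobacco libraries were not used here, since the sample titles and column names contradict each other, and tobacco genes are not compared by direction. Read totals of the ligation-based and ligation-free libraries were not analysed here.

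The 27628 genes of the Arabidopsis counts were matched to the TAIR10 reference by identifier, 27420 of them nuclear, 88 chloroplast and 120 mitochondrial entries. Chloroplast entries were named by their coordinates, and 78 different names cover 86 entries, since genes of the inverted repeat and split genes occur more than once. Mitochondrial genes are reported as a group.

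Shares of reads are given in percent with exact Clopper-Pearson 95% intervals from scipy 1.17.1. Groups of 3 libraries were compared by 2-sided exact permutation tests. Genes were tested with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3, limma 3.58.1) after TMM normalization, with DESeq2 1.42.0 as another tool, and p was adjusted by Benjamini-Hochberg. Levels are CPM, means ± SD, normalized by TMM where genes are compared between groups by edgeR and scaled to the library total elsewhere. Sets of genes were tested with camera at a preset correlation of 0.01 and at an estimated correlation. Pairs of libraries were compared by log2 ratios of CPM, on genes with at least 10 counts in both libraries and at least 100 in sum for the named genes. The median of a list was placed among 10000 random lists drawn from 25 bins of level. Correlations are Spearman's rho, and counting noise was simulated 20 times for each pair. Trends with GC content and CDS length were fitted by lowess with a span of 0.3. Chloroplast coverage was measured over 100 random thinnings. Tables were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and statsmodels 0.14.6, and plots were drawn with matplotlib 3.10.9.

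The tests were checked on simulated data with 200 changed genes, in which edgeR called 10 unchanged genes for MNase against RNase I, 15 for 14-day against 8-day seedlings and 1 for depleted against undepleted libraries. The depth is 2338819 to 11583740 counts over CDS in the Arabidopsis libraries, and each library's total stands with its experiment. At these totals the interval of a share is narrower than 0.1 percentage points. A level of 10 counts corresponds to a wide relative error, so genes with fewer counts were left out of the tests. Leaving out each library in turn shows how far 1 library decides a count.

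Before the data were examined, 24 gene lists, 95 alternative settings and the rule for naming genes were fixed, and 9 settings were added afterwards. Genes are named if the paper names them for these libraries, if they are among the 10 with the largest change in each direction with an adjusted p under 0.05, a mean of at least 50 counts and groups that do not overlap, among the 5 with the largest ratio in each direction of a pair of libraries, among up to 4 members of a list with the largest change, or among the 5 chloroplast and 5 nuclear genes with the highest level. AT2G01021 also falls under this rule. GSTT3 and GSTT2 were named after their values were seen. The lists cover light-harvesting proteins, the Calvin-Benson cycle, nuclear-encoded photosynthetic electron transport, translation factors, cytosolic ribosomal proteins, replication-dependent histones, sugar-starvation genes, sugar-induced and anthocyanin genes, root markers, heat-shock proteins, circadian clock genes, defence genes, touch and wound early-response genes, seed storage and oil-body proteins, genes named in the paper, mitochondria-encoded proteins, and the chloroplast-encoded photosystem I, photosystem II, cytochrome b6f complex, ATP synthase, NDH complex, RNA polymerase, ribosomal proteins and other proteins.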

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

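Of the comparisons here, those of V1 alone, V2 alone and the kit libraries with the 8-day and the 14-day libraries were chosen only after the result was seen.

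Among the 6 libraries of 8-day seedlings, the library digested with 62.5 U of RNase I had the highest chloroplast share of the reads not assigned to rRNA, 18.9%. Its distance from the next library was 0.681 of the whole range, above Dixon's 95% critical value for 6 libraries. It was 1 of 10 groups of values examined in this way, and chance alone puts about 1 in 20 groups past this value.

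The V1 library differed from the undepleted 14-day libraries in 6365 of 15460 genes by edgeR, and the paper does not report a comparison of these libraries by gene. In the test of V1 and V2 together, an offset for the GC content of the CDS left 3465 genes different and an offset for CDS length left 3440, where 3506 differed without one (1120 to 6578 on leaving out each of the 5 libraries, all of which moved the count by over 1.5 times), which argues against either trend as the whole cause. The 168 genes with the longest stretches complementary to an oligo (at least 13 nt) had a median log2 fold change of 0.08, at percentile 75.7 of random lists. These genes as a set were thus not lower. Without AT2G01021 the stretches reach at most 19 nt, and counts are summed over a whole CDS. Loss of RPFs at 1 short stretch could leave such a count nearly unchanged, so this test cannot decide whether the oligos captured coding RPFs. By the same test of 1 library against 3, V1 differed from the 8-day RNase I libraries, undepleted and of 20 to 50 nt, in 156 genes, where each 8-day library differed from the other 2 in at most 4, which argues against depletion or the narrower size selection as the whole cause in V1 and leaves a smaller part open. On a scale from the 14-day libraries (0) to the 8-day libraries (1), V1 lay at 0.940, and 8-day libraries left out in turn lay at 0.921 to 0.938, so a candidate explanation is that the plants of V1 were like the 8-day seedlings, by their growth or their origin, which was not tested further, whereas V2 lay at 0.579, away from both ages, as did the other depleted libraries of 20 to 35 nt (ligation-based 0.503 and ligation-free 0.530), so for V2 the growth of the plants, depletion and size selection all stay open.

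AT2G01021, outside the genes the paper discusses, had a mean of 1361 CPM in the undepleted 14-day libraries, although it holds the whole sequence bound by an oligo against 25S rRNA. The authors' first alignment to rRNA did not remove these counts.

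Between the 14-day and the 8-day seedlings digested with RNase I, which the paper does not compare by gene, 7796 of 15460 genes differed by edgeR. Only 1 of the 10 ways to split these 6 libraries, the real one, gave as many, and the highest count of the others was 0, but 10 splits are too few for a share under 0.05. Age, day length, medium and dose change together in this comparison and cannot be told apart.

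Between MNase and RNase I, 324 genes differed, and 1 of 10 splits of these libraries, the real one, gave as many. Without the 62.5, 125 or 250 U library of RNase I the count was 125, 146 or 209. The highest count of the other splits was 0 by edgeR, and again 10 splits are too few for a share under 0.05. With an offset for GC content 349 genes differed, and with an offset for CDS length 318, which argues against either as the whole cause. In a fit of nuclear genes alone 306 nuclear genes differed, where 205 were higher and 83 lower in the fit of all genes, so the highly translated chloroplast genes do not account for the nuclear differences, and the nuclease itself and the preparation of the libraries stay open as untested.

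The libraries that differ by PCR had a lower rho than libraries that differ by the dose of RNase I. Simulated libraries with counting noise alone exceeded the observed rho by 0.0415, and the 400 and 550 U libraries, with fewer counts than either, had a rho of 0.970, which argues against the number of reads as the cause, but a smaller number of distinct molecules stays open, since the repeat had counts in 18592 genes and the first library in 19549. Removing the trend with GC content raised rho to 0.946, and removing that with CDS length gave 0.942, so neither trend is the whole cause. Genes with the lowest GC content had a median log2 ratio of 0.19 of the repeat to the first library, and those with the highest -0.16, but relative to the 400 U library these medians were -0.14 and 0.07 for the first library and 0.05 and -0.08 for the repeat, so the part of the difference that may follow GC content is not an effect of the repeat alone. No biological explanation was tested, since both libraries hold the same RPFs, and the steps before PCR stay open.

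The tobacco libraries, whose gene counts the paper does not compare, had a rho of 0.794 across 16523 genes with at least 10 counts in both. Every pair of Arabidopsis libraries had a higher rho, 0.815 to 0.978, but across 11650 genes with at least 10 counts in all 14 libraries. The sets of genes differ, and the tobacco libraries differ in dose and size selection as well as depletion.

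In the comparison of library kits, the light-harvesting proteins had a median log2 ratio of -0.39 for ligation-free over ligation-based, outside the middle 95% of random lists (-0.16 to 0.11). The paper does not discuss these genes.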

How the results depend on the processing

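Of the tests and settings here, the folds against the repeat 700 U library and against the 8-day libraries and the settings for the PCR pair were chosen only after the result was seen.

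Of 153 alternatives over 40 results, 73 left the result within its spread, 79 moved it and 1 reversed it, and the cause was not tested. The chloroplast share of MNase against RNase I reversed to 0.224 percentage points without the 62.5 U library of RNase I. Leaving out each library gave -0.606 to 0.224 for that share and -16.9 to -9.62 for rRNA.

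Without unmapped reads, the rRNA shares of MNase 75, 150 and 300 U, RNase I 62.5, 125, 250, 400, 550 and 700 U, the 700 U repeat, V1 and V2 were 78.0, 62.6, 67.1, 81.7, 85.3, 79.6, 90.0, 90.4, 90.11, 86.4, 26.8 and 31.3%, and the chloroplast shares of the other reads were 19.7, 18.7, 18.16, 20.5, 19.5, 19.4, 13.4, 12.9, 12.3, 14.2, 20.7 and 22.8%. The folds of reads not assigned to rRNA for V1 and V2 were then 7.40 and 6.94. They were 6.12 and 5.72 against the mean of the 400, 550 and 700 U libraries, 7.71 and 7.45 as reads over CDS per sequenced read, 4.78 and 4.47 against the repeat 700 U library and 3.82 and 3.57 against the mean of the 8-day RNase I libraries.

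The correlations that moved without a filter on counts were 0.970 (nuclease median), 0.965 (nuclease lowest), 0.971 (dose median), 0.956 (PCR pair), 0.961 (kits), 0.885 (tobacco) and 0.935 (depletion). With at least 50 counts in every library they were 0.934 (PCR pair), 0.945 (kits), 0.694 (tobacco) and 0.771 (depletion), with a summed count of at least 10 0.969 (nuclease median), 0.963 (nuclease lowest), 0.969 (dose median), 0.949 (PCR pair), 0.833 (tobacco) and 0.909 (depletion), as Pearson's r of log2 counts 0.972 (nuclease median), 0.967 (nuclease lowest), 0.977 (dose median), 0.956 (PCR pair), 0.967 (kits), 0.816 (tobacco) and 0.880 (depletion), and with counts thinned to the smallest total 0.953 (nuclease lowest), 0.961 (dose median), 0.932 (PCR pair), 0.948 (kits), 0.775 (tobacco) and 0.830 (depletion). The rho of the PCR pair stayed below the lowest of the dose pairs under all 7 settings run for it, with differences of -0.0294 to -0.0151.

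The count of genes different between MNase and RNase I was 19 with a log2 fold change of at least 1 and 12 when tested against a fold change of 1.2, and leaving out each library gave 125 to 399, with 125, 146 and 209 without the 62.5, 125 and 250 U library of RNase I. DESeq2 gave 438, 278 of them shared. For V1 and V2 against undepleted libraries the count was 2154 with a log2 fold change of at least 1 and 1120 to 6578 on leaving out each library, each of which moved it by over 1.5 times, and the count without V1 equals that of V1 alone on the genes of the age comparison by coincidence. For 14-day against 8-day seedlings it was 3013 with a log2 fold change of at least 1 and 6888 to 7551 on leaving out each library. Of 879 alternatives for 60 named changes, 792 kept the direction and the call and 87 kept the direction alone. The median number of chloroplast genes covered at 2000000 reads was 83.7 at 50 counts and 85.6 at 1 count, and 84.6 at 5000000 reads.

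No labels pair the libraries by plant, and for MNase against RNase I a block for the step of the dose gave 343 genes (321 shared with the 324) and log2 dose as a covariate 373. Where a group was left with 1 library, edgeR took that library to vary like the others. The tobacco rRNA share and fold were not run, since the titles and column names contradict each other. In simulated data with the depths of these libraries, edgeR recovered 46.3% of genes changed 1.5-fold and 86.6% of those changed 2-fold for MNase against RNase I, and 2.99% and 55.2% for depletion, so small changes after depletion stay below what these libraries can show.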

Differences from the paper's values

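The comparison here of rRNA shares between 400 to 700 U and 62.5 to 250 U was not among the tests set in advance. Of 10 values of the paper that were also computed here, no share, fold or count differs by more than 1.5 times. No correlation differs by more than its spread or the rounding of the paper, among them the rho of the kits, 0.954, which matches the number printed in Fig. 9B. The limit of 1.5 times is wide, and no share can lie that far above 85%, so it cannot show that shares and folds are close. The rRNA share of the 700 U library was 88.4% here and 85% in the paper. The fold of V1 was 6.36 here and 7 in the paper. The paper gives 79 annotated chloroplast coding genes, where the counts hold 88 chloroplast entries, some genes of which occur more than once.

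In the legend of its Figure S1 the paper gives AT3G62120 as LHCA2. The reference annotates AT3G62120 as a class II aminoacyl-tRNA and biotin synthetase superfamily protein and places LHCA2 at AT3G61470, on chromosome 3 from 22745514 to 22747444. Over the 14 Arabidopsis libraries LHCA2 had 1781 to 2765 CPM and AT3G62120 129 to 177 CPM.

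The paper states that higher nuclease concentrations did not bring a higher share of rRNA. Within the sets of doses the share was not in the order of the doses for MNase or for 62.5 to 250 U of RNase I, and at 400 to 700 U it was 87.6 to 88.4% in the 400, 550 and first 700 U libraries and 84.5% in the 700 U repeat. Each library at 400 to 700 U, the repeat included, held more rRNA than each library at 62.5 to 250 U, with means of 87.9 (without the repeat) and 80.6%, and these sets also differ in the age and growth of the seedlings.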

Other observations

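Of the comparisons here, those of the V2, kit and repeat libraries with the 8-day and the 14-day libraries were chosen only after the result was seen. The permutation test of the chloroplast share was not among the tests set in advance. In 14-day seedlings, genes that plants induce when sugar is short had higher RPF counts than in 8-day seedlings, which grew with sucrose in the medium and longer days. All 10 sugar-starvation genes tested by edgeR were higher at 14 days (camera p = 7.5e-30, adjusted p = 0.0552 with an estimated correlation). The asparagine synthetase ASN1 (AT3G47340) had 316 ± 23.5 CPM at 14 days and 39.5 ± 5.52 CPM at 8 days (SD, n = 3 libraries each, adjusted p = 1.2e-36), and DYL1 had a log2 fold change of 4.12 (adjusted p = 1.0e-26). BT2 (AT3G48360), a BTB and TAZ domain protein on chromosome 3 from 17907767 to 17910738, had 358 ± 6.55 against 7.22 ± 2.98 CPM. Sugar-induced and anthocyanin genes went the other way, with 9 lower of 10 and a median of -2.82 (camera p = 1.5e-07, adjusted p = 0.0569 with an estimated correlation). ELIP1 fell from 132 ± 10.8 to 5.17 ± 1.50 CPM (adjusted p = 1.2e-33).

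Chloroplast-encoded genes took a smaller part of the RPF counts at 14 days. Of 84 chloroplast-encoded genes 80 were lower and 2 higher, with a median log2 fold change of -1.09, and rbcL fell from 74979.7 ± 2050.3 to 35267 ± 2215 CPM (adjusted p = 1.4e-31). The chloroplast share of the reads not assigned to rRNA was 10.2% ± 0.375 at 14 days, a difference of -7.66 percentage points (2-sided exact permutation test, p = 0.1, the smallest p possible). By group, the edgeR test gave 2 higher and 12 lower of 15 for chloroplast-encoded photosystem II, 5 lower of 5 for photosystem I, 11 lower of 11 for the NDH complex, 19 lower of 19 for the ribosomal proteins, 6 lower of 6 for the ATP synthase, 6 lower of 6 for the cytochrome b6f complex, 4 lower of 4 for the RNA polymerase and 9 lower of 9 for other chloroplast-encoded proteins. Nuclear photosynthesis genes were more often higher, with 16 higher and 1 lower of 27 for electron transport, 12 higher and 3 lower of 20 for the Calvin-Benson cycle and 10 higher and 4 lower of 22 for the light-harvesting proteins. Mitochondria-encoded proteins gave 19 lower of 25 and translation factors 2 higher and 9 lower of 13. Replication-dependent histones, made in dividing cells, gave 17 lower of 22 (median -0.90), cytosolic ribosomal proteins 1 higher and 22 lower of 35, root markers 8 lower of 8, heat-shock proteins 4 lower of 4 and clock genes 6 higher and 2 lower of 9. Defence genes gave 1 higher and 1 lower of 3, touch and wound early-response genes 4 higher and 1 lower of 8 and the genes named in the paper 3 higher and 4 lower of 8. Each of these counts was the same when adjusted over the list alone. Camera gave p = 1.9e-07 for the histones and 4.7e-07 for the cytosolic ribosomal proteins, with adjusted p = 0.0569 and 0.0552 with an estimated correlation. With that correlation the adjusted p = 0.170 for the clock genes, 0.0728 for the heat-shock proteins, 0.119 for photosystem I and the RNA polymerase, 0.0722 for photosystem II, 0.170 for the mitochondria-encoded proteins, 0.532 for electron transport and the Calvin-Benson cycle, 0.763 for the light-harvesting proteins, and 0.0569 for the root markers, the translation factors, the NDH complex, the ATP synthase, the cytochrome b6f complex and the chloroplast-encoded ribosomal and other proteins. Fewer than 3 seed storage and oil-body genes could be tested. The groups did not overlap in 56.6% of the genes, where chance gives 10%.

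Among the V2, kit and repeat libraries, the number of genes that differed from the 8-day RNase I libraries by edgeR was 4459 for V2, 3420 for the ligation-based, 3764 for the ligation-free and 7014 for the 700 U repeat library. Against the 14-day libraries it was 6263, 3666, 4283 and 872 in the same order. Root markers of V2 had a median log2 ratio of -3.07 to the 8-day libraries, where those of V1 had 0.04.

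Over the 6 pairs of a depleted with an undepleted Arabidopsis library, the median rho across 12454 genes was 0.849 (0.833 to 0.865), and counting noise alone gave 0.982.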
